# Cell-type-specific alternative splicing in the Arabidopsis germline

**DOI:** 10.1093/plphys/kiac574

**Published:** 2022-12-14

**Authors:** Chandra Shekhar Misra, António G G Sousa, Pedro M Barros, Anton Kermanov, Jörg D Becker

## Abstract

During sexual reproduction in flowering plants, the two haploid sperm cells (SCs) embedded within the cytoplasm of a growing pollen tube are carried to the embryo sac for double fertilization. Pollen development in flowering plants is a dynamic process that encompasses changes at transcriptome and epigenome levels. While the transcriptome of pollen and SCs in Arabidopsis (*Arabidopsis thaliana*) is well documented, previous analyses have mostly been based on gene-level expression. In-depth transcriptome analysis, particularly the extent of alternative splicing (AS) at the resolution of SC and vegetative nucleus (VN), is still lacking. Therefore, we performed RNA-seq analysis to generate a spliceome map of Arabidopsis SCs and VN isolated from mature pollen grains. Based on our de novo transcriptome assembly, we identified 58,039 transcripts, including 9,681 novel transcripts, of which 2,091 were expressed in SCs and 3,600 in VN. Four hundred and sixty-eight genes were regulated both at gene and splicing levels, with many having functions in mRNA splicing, chromatin modification, and protein localization. Moreover, a comparison with egg cell RNA-seq data uncovered sex-specific regulation of transcription and splicing factors. Our study provides insights into a gamete-specific AS landscape at unprecedented resolution.

## Introduction

Male gametophyte development in flowering plants starts with haploid microspores, which undergo two consecutive pollen mitotic divisions to form mature pollen grains. A mature pollen grain contains two sperm cells (SCs), embedded within the vegetative cell of the pollen grain. The vegetative nucleus (VN) drives pollen tube growth, delivering the two SCs to the female gametophyte for double fertilization (reviewed in Berger and Twell, 2011).

Transcriptomes from all stages of pollen development and of isolated SCs have been extensively studied in Arabidopsis (*Arabidopsis thaliana*) (Honys and Twell, 2004; Pina et al., 2005; Borges et al., 2008). These studies were complemented by transcriptome analyses of pollen and SCs from other flowering plants, such as rice (*Oryza sativa*) (Anderson et al., 2013), maize (*Zea mays*) (Chen et al., 2017), and tomato (*Solanum lycopersicum*) (Liu et al., 2018). It is worth noting that except for rice, there is no transcriptome data available for the VN to date. Initially, studies on gene expression of male gametophytes were performed based on microarrays, but RNA-seq is the most commonly used technology nowadays. Reduction in cost coupled with high throughput transcriptomic analysis through RNA-seq offers several advantages over traditionally used DNA microarrays and one of them is the detection of alternative splice variants that are difficult to detect using arrays.

Alternative splicing (AS) is a mechanism of gene expression, in which more than one unique mRNA species is generated from a single gene (Baralle and Giudice, 2017). This enables cells to generate a vast diversity of proteins necessary for the normal growth and development of an organism. AS plays an important role in plant growth and development, regulating the circadian clock, flowering, and stress responses (Howard et al., 2013; Reddy et al., 2013; Staiger and Brown, 2013). In humans, up to 94% of intron-containing genes are alternatively spliced (Wang et al., 2008). It is estimated that up to 60% of intron-containing genes in Arabidopsis undergo AS (Filichkin et al., 2010; Marquez et al., 2012). This number varies among plant species, with, for instance, ∼52% in soybean (*Glycine max*) (Shen et al., 2014), 40% in cotton (*Gossypium raimondii*) and maize (Li et al., 2014; Thatcher et al., 2014), and 33% in rice (Zhang et al., 2010). The most predominant AS event in humans is exon skipping, whereas in plants, intron retention is considered to be the most predominant form of AS event, a notion that has recently been contested (Martín et al., 2021). More and more studies now predict that intron retention could be overestimated in plants, and non-intron retention events, such as exon skipping, could be more prevalent than originally thought (Martín et al., 2021). For instance, an alternative donor was found to be the most predominant form of AS during sugarcane (*Saccharum* spp.) smut disease infection (Bedre et al., 2019) and in barley (*Hordeum vulgare*) meiocytes (Barakate et al., 2020). In addition, exon skipping was the most predominant form of splicing event in developing maize ears (Thatcher et al., 2016), implying that tissue-specific AS is more diverse than previously considered.

The advent of deep sequencing has revealed in an unbiased manner how AS is coordinated during plant growth and development, and complementary studies aiming at understanding the functions of AS at a global level are also being carried out. For instance, genome-wide analysis of pollen-specific AS in Arabidopsis identified 30 genes to be differentially spliced between leaf and pollen (Loraine et al., 2013). One of these genes, *AtU2AF65a* (U2 small nuclear ribonucleoprotein auxiliary factor 65), was later characterized to have a role in regulating flowering time while displaying redundant roles in pollen tube growth together with its other isoform, *AtU2AF65b* (Park et al., 2019). More recently, genome-wide AS analysis was performed on five stages of microgametogenesis in field mustard (*Brassica rapa*), from pollen mother cell (PMC) to mature pollen grain (Golicz et al., 2021). The authors found a significant increase in intron retention during the meiotic stage transition from PMC to tetrad stage, with many of the genes having intron-retained isoforms resulting in nonfunctional proteins. Moreover, these isoforms were enriched in functions related to mRNA transport and ribosome biogenesis, indicating their possible role in regulating the rate of translation and maintaining the architecture of the nuclear envelope during meiosis (Golicz et al., 2021).

Apart from genome-wide analysis, currently, very few studies provide direct evidence to support a role of AS in plant reproduction. Only recently, the functions of some splicing factors have started to be uncovered, particularly those that could be involved in plant reproduction. For instance, in an Arabidopsis sr45 (serine/arginine-rich 45) mutant, pollen germinated earlier than that of the wild-type. AS analysis of the sr45 mutant showed that AtVLN1 (Arabidopsis VILLIN1), an actin-binding protein involved in pollen tube germination and growth, was affected. The expression level of the AtVLN1 full-length transcript was increased, while the transcript that produced a truncated protein decreased (Cao et al., 2013). These results indicate that SR45 might alter F-actin dynamics by directly or indirectly affecting AS of AtVLN1 and some other actin-binding proteins (Cao et al., 2013). The spliceosome subunit, PRP8 (Pre-mRNA PROCESSING factor 8), encoded by two paralogs, *PRP8A* and *PRP8B*, was found to be necessary for ovule competence for pollen tube attraction and potentially acted as an upstream regulator of pollen tube navigation toward ovules (Kulichová et al., 2020). The authors did not find any striking defect in prp8a prp8b double mutants that could be associated with male or female reproduction but proposed that these splicing factors may potentially facilitate male–female communication, an area of active research in the field of plant reproduction.

AS can occur either transcriptionally or cotranscriptionally, regulating development at specific time points, under stress conditions, or exerting a tissue-specific response. Genome-wide analysis of AS in different tissues in humans is well documented (Xu et al., 2002; Yeo et al., 2004; Pan et al., 2008), whereas in plants analysis of AS is limited to stress responses (Mandadi and Scholthof, 2015; Keller et al., 2017; Calixto et al., 2018; Huang et al., 2020), while tissue-specific AS analysis is limited (Martín et al., 2021).

In this study, we have used RNA-seq to study the transcriptome of SCs and VN isolated from Arabidopsis pollen grains. While the transcriptome of Arabidopsis SCs has been available for more than a decade (Borges et al., 2008), in this study we analyze the transcriptome of the VN in Arabidopsis. More importantly, we used our RNA-seq data to uncover genome-wide AS in Arabidopsis SCs and VN. Combining our data with a published dataset for Arabidopsis egg cells (ECs; Zhao et al., 2019) helped to uncover the genome-wide splicing landscape in gametes, thereby expanding the repertoire of genes involved in plant reproduction and their possible regulation through AS.

## Results

### The transcriptome of SCs and VN

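The values given here for sperm cells (SCs) and the vegetative nucleus (VN) come from 6 RNA-seq libraries of mature Arabidopsis pollen, 3 of SCs and 3 of VN, each made from 500 sorted cells or nuclei with the full-length Smart-seq2 protocol. The authors mapped the reads to TAIR10 with Hisat2, assembled transcripts with StringTie from these and published libraries, merged them with Araport11 and estimated abundance with Salmon. The table they deposited lists 27655 genes with the abundance in each library in TPM, the share of each gene's transcripts scaled so that a library sums to 1000000. It gives genes and not transcripts, so isoforms, splicing events and isoform switches were not analysed here. TPM keeps no record of the number of reads, so the depth of a single library cannot be read from the values. The read numbers that the paper states in Supplemental Table S2 are 107395784 for SCs and 101586723 for VN. Between 12418 and 15112 genes were above 0 TPM in the SC libraries, with a median of 13735, and between 10202 and 15289 in the VN libraries, with a median of 13649. Of the 344 genes described as ribosomal, which every cell uses, between 115 and 229 were at 0 TPM in a library, so such a gene is only said to be listed at 0. Across genes, the Pearson correlation of log2(TPM + 1) was 0.974 to 0.976 between SC libraries, 0.927 to 0.938 between VN libraries and 0.507 to 0.552 between the cell types, where genes are not independent replicates. In hierarchical clustering with complete linkage and Euclidean distance, the SC libraries and the VN libraries each formed a cluster of their own, on TPM as well as on log2(TPM + 1). Differences between SC and VN were tested with limma on log2(TPM + 1), with the mean-variance trend and without further scaling, over the 10955 genes with a TPM of at least 1 in at least 2 of the 6 libraries. They are given as SC minus VN on that log2 scale, which understates the change of genes at low TPM. The SC libraries were made from cells and the VN libraries from nuclei. A difference between them therefore mixes cell type with the part of the cell sampled, and the libraries cannot separate these. Following the thresholds of the paper, a gene was called differentially expressed (DE) at a Benjamini-Hochberg adjusted p under 0.01 and a log2 fold change over 1 in size. The paper states that sorting was performed in batches, and its text does not name the batch of a replicate, so no value within a batch is given. Smart-seq2 does not record the strand, so reads from genes that overlap on opposite strands cannot be told from each other.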

We performed RNA-seq on SCs and VN isolated from mature pollen grains by FACS, aiming at an average of 30 million 150 bp paired-end reads per sample. A summary of FACS sorting, sequencing, and data analysis is shown in Figure 1.

**Figure 1:**
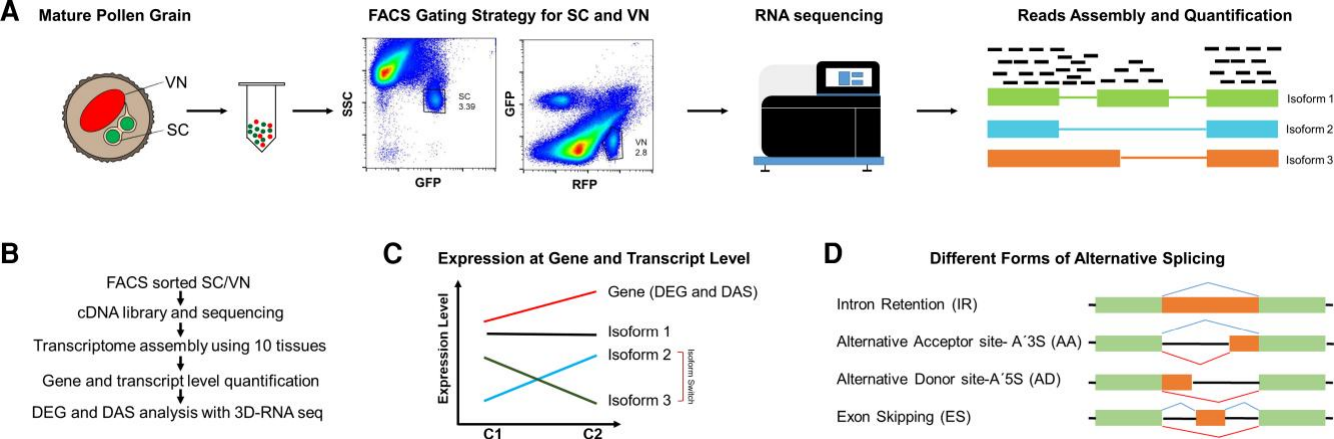
Flow diagram summarizing steps for the analysis of genome-wide AS in Arabidopsis SC and VN. A, Scheme showing FACS sorting strategy of GFP positive (MGH3p::MGH3-eGFP) SCs and RFP positive (ACT11p::H2B-mRFP) VN (Borges et al., 2008), followed by RNA-seq library preparation, sequencing, read assembly, and quantification. B, Flow chart depicting pipeline for analysis of AS. C, Example of a gene undergoing differential expression at the gene level or AS level. D, Different forms of AS events. SSC, side scatter.

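MGH3 (AT1G19890), which encodes a histone H3 of the male gametes and lies on chromosome 1 of TAIR10.1 from 6904963 to 6906028, was at 5095 ± 836 TPM (SD, n = 3) in SCs. In VN it was at 61.3, 45.9 and 159 TPM in replicates 1, 2 and 3, a log2 fold change of 6.03 (standard error 0.41, limma adjusted p = 4.08e-06). The actin gene ACT11 (AT3G12110, chromosome 3, 3857780 to 3860089) was at 199.5 ± 35.1 TPM (SD, n = 3) in VN and 17.2 ± 2.66 TPM (SD, n = 3) in SCs, and its log2 fold change was -3.46 (standard error 0.23, adjusted p = 3.39e-06 from the same test). Both promoters drive the reporters of the sort, and reads from an MGH3 transgene could not be separated here from those of the gene itself. For each of the 2 genes, all 3 libraries of the cell type it marks lay above all 3 of the other, as in 10% of genes by chance, and the exact permutation test gave p = 0.1, the smallest that 3 libraries against 3 allow (two-sided).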

We also used published datasets from ECs (Zhao et al., 2019) to compare the cell-specific transcriptome profiles of the two germ cell types. To understand how the transcriptome of SCs and VN differed and to visualize overall differences between the male and female germline, we performed hierarchical clustering using all three sample types. The analysis revealed that the transcriptome of male and female germ cells clustered separately, whereas SCs and VN are clustered together; an observation that can be explained by SCs and VN deriving from the same precursor, the microspore (Figure 2A).

**Figure 2:**
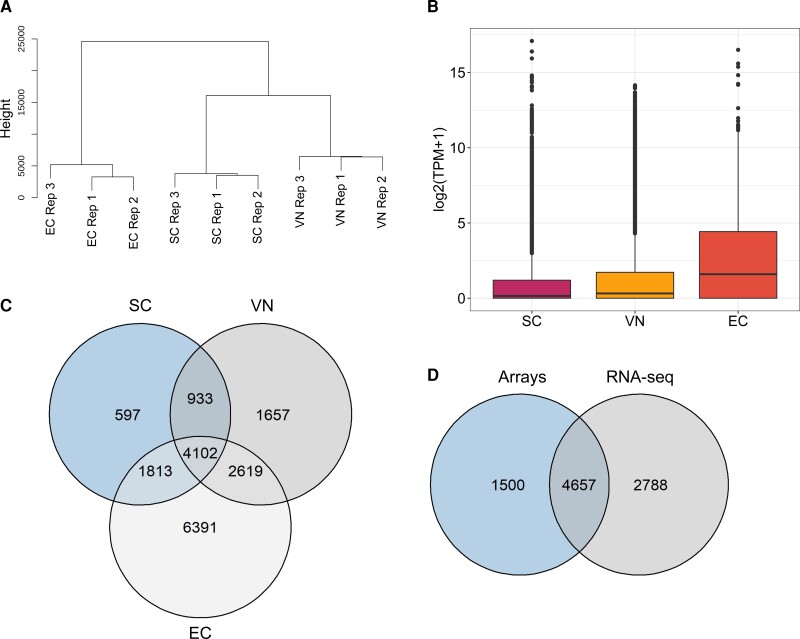
Transcriptome of Arabidopsis SC, VN, and EC. A, Hierarchical clustering of the three different cell types. B, Box plot representation of gene expression in SC, VN, and EC. C, Venn diagram showing the overlap between expressed genes between the three cell types at average TPM ≥ 1. D, Venn diagram showing overlap of expressed genes in SCs as detected by microarrays (Borges et al., 2008) and RNA-seq.

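Abundance was spread over far fewer genes in SC than in VN libraries. The 10 most abundant genes held 42.8%, 47.8% and 49.9% of all TPM in SC replicates 1, 2 and 3, against 12.7%, 13.3% and 15.2% in the VN libraries. In SCs the most abundant gene was AT3G62230 in every library, at 116379 to 164209 TPM (a gene named after its values were seen), whereas each VN library had another gene in that place, at 20242 to 21682 TPM. It took the 11 to 14 most abundant genes to reach 50% of the TPM of an SC library, and the 90 to 127 most abundant to do so in VN. The upper quartile of log2(TPM + 1) over all genes was 1.14 to 1.29 in SCs and 1.42 to 1.86 in VN. None of these ranges overlapped between the cell types (exact permutation test, two-sided, p = 0.1 for each, the smallest that 3 against 3 allow). Since TPM is a share, a few very abundant genes lower the values of all others in the same library.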

Our data suggest that the transcriptome diversity in SCs was reduced when compared to both VN and ECs (Figure 2B). 

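With the average over the 3 libraries as the criterion, 7445 genes reached 1 TPM in SCs and 9311 in VN. The number of genes at 1 TPM or more in a single library was 7648, 7569 and 7291 in SC replicates 1 to 3 and 9724, 7585 and 9138 in VN replicates 1 to 3, so the ranges of the cell types overlapped (exact permutation test, two-sided, p = 0.2). Above 10 TPM the ranges were separate, with 3223 to 3443 genes in SCs and 3921 to 4041 in VN (exact permutation test, two-sided, p = 0.1). Of the genes expressed by the average, 83.1% in SCs but 64.9% in VN reached 1 TPM in all 3 libraries. Requiring that of every gene reversed the order, with 6184 genes in SCs and 6041 in VN, while an average of 0.5 TPM gave 9078 and 11606. From the expression values in Figure 2B, the paper proposes that the transcriptome of SCs is less diverse than that of VN.

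**Figure D1:**
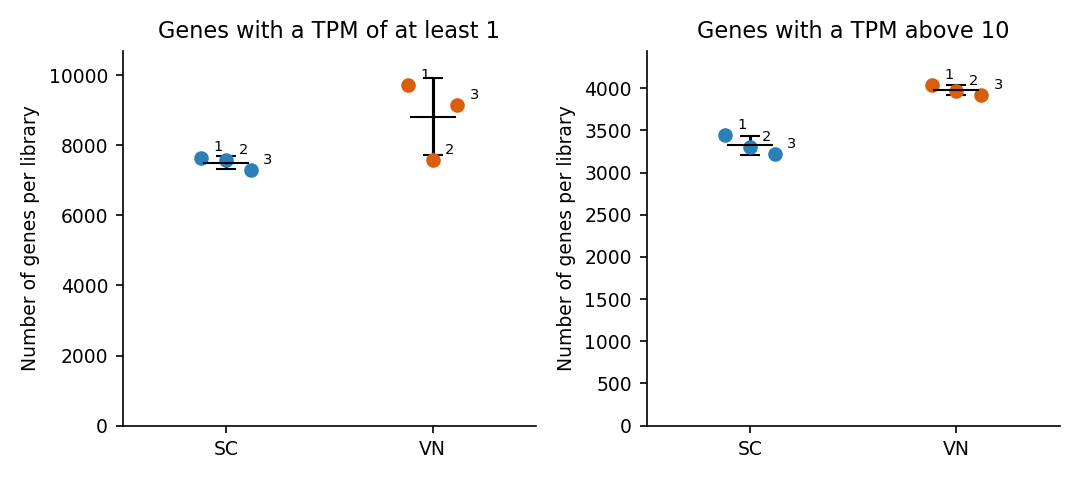
Number of genes per library with a TPM of at least 1 (left) and above 10 (right) in SCs and VN; points are the replicates with their numbers, and bars show the mean and SD of the 3 libraries. At 1 TPM the VN libraries run from 7585 to 9724 genes and overlap the SC libraries, while above 10 TPM all VN libraries lie above all SC libraries.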

The number of expressed genes in the three cell types (average expression transcripts per million [TPM] ≥ 1) ranged from 7,445 in SCs, over 9,310 in VN to 14,925 in ECs (Figure 2C) (Supplemental Table 1). 

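Between the 2 male cell types, 5035 genes were expressed in both SCs and VN, 2410 in SCs and not in VN, and 4276 in VN and not in SCs. Of the genes expressed in SCs, 649 were listed at 0 in all 3 VN libraries, and 963 of those expressed in VN were listed at 0 in all 3 SC libraries. The number shared by both cell types ranged from 4832 to 5088 when each library was left out in turn. It rose to 6450 at an average of 0.5 TPM and, by a step chosen after seeing the data, to 5837 when the 10 highest genes of each library were removed and the rest rescaled. It fell to 3421 when 1 TPM was required in every library. A correction chosen after seeing the data, which took off the low level at which abundant genes of the other cell type are listed, gave 3803. That level was each library's median over the 200 most abundant genes, 2.13%, 2.66% and 3.79% in VN and 2.58%, 2.71% and 3.55% in SC replicates 1 to 3. With a lower share taken off, also chosen after seeing the data, the number shared was 4748. At an average of 2 TPM it was 3760.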

Considerable overlap in the gene expression profiles was observed between the three cell types, but each of them also expressed transcripts unique to them (597 in SC, 1,657 in VN, and 6,391 in EC, respectively), indicating that these transcripts, in particular, may encode proteins performing functions specific to the respective cell type (Figure 2C).

The transcriptome of Arabidopsis gametes has been known for almost a decade (Borges et al., 2008; Wuest et al., 2010). However, due to limitations posed by the microarray platforms used in these studies, the number of genes that are expressed in SCs and EC were likely underestimated. A comparison of our RNA-seq and microarray data (Borges et al., 2008) revealed that 1,288 genes represented as probes on the arrays, but called absent in our array study, could be detected as expressed in our RNA-seq data (Figure 2D). In addition, RNA-seq helped to uncover the expression of an additional 2,788 genes for which there were no probes on the arrays (Figure 2D), 729 genes of which with high expression (TPM > 10) in SCs, including the well-known SC-specific transcription factor (TF) *DUO1* (*DUO POLLEN 1*) (Rotman et al., 2005; Brownfield et al., 2009a, 2009b). 

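DUO1 (AT3G60460), a MYB gene on the minus strand of chromosome 3 from 22342321 to 22343576 in TAIR10.1, was at 111 ± 10.3 TPM (SD, n = 3) in SCs. In VN replicates 1, 2 and 3 it was at 0.127, 0.491 and 4.32 TPM, so its log2 fold change of 5.75 (standard error 0.54, limma adjusted p = 2.60e-05) ranged from 5.31 to 6.43 as each library was left out. It shares 10 bp with AT3G60450 on the opposite strand. In all, 3335 genes had an average above 10 TPM in SCs, of which 2977 were above 10 TPM in every SC library and 583 averaged under 1 TPM in VN. The microarray data were not analysed here, so no number of genes without probes is given.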

Interestingly, our results also show some genes that are exclusively detected as sperm expressed using arrays, potentially due to some non protein-coding genes that were present on arrays, and/or genes that are obsolete and no longer part of the most recent Araport11 annotation.

### Isoform level quantification in Arabidopsis gametes

Transcriptome analysis using RNA-seq facilitates expression quantification not only at the gene level but also at the isoform level. To quantify isoforms, we first performed a de novo transcriptome assembly using SC and VN data produced in this study, in combination with published datasets from 10 other tissues, focusing mostly on reproductive tissues (Supplemental Table 2). We did this because we anticipated that the Arabidopsis gametes, both male and female, may potentially express a set of specific transcripts not previously identified in any other tissues studied. In addition, the most recent Arabidopsis Annotation, Araport 11 (Cheng et al., 2017), was based on vegetative tissues and various stress treatment RNA-seq data, and lacks data, particularly from reproductive cell types such as sperm, ECs, and VN, as those were unavailable at the time. This suggests some novel isoforms might be missing even in the recent most comprehensive Araport annotation. Thus, we used a total of 1.17 billion reads to reassemble the Arabidopsis transcriptome (Supplemental Table 2).

The transcripts were assembled for each sample using Stringtie. Across all 12 tissue/cell types a total of 58,039 nonredundant transcripts were generated, mapping to 27,655 loci, and with 20,861 (75%) gene models containing at least one intron. We recovered a total of 48,358 known transcripts and 9,681 novel transcripts. For this study, only protein-coding genes were considered for AS analysis.

If we focus on the three cell types in this study, the number of expressed transcripts (average TPM ≥ 1) ranged from 11,113 (7,135 loci) in SCs, over 15,265 (8,916 loci) in VN to 25,222 (14,805 loci) transcripts in ECs. This annotation was then used to quantify the isoforms detected. We found that 42% of multi-exonic genes undergo AS in SCs and VN. This number was slightly higher in ECs (53%) (Supplemental Table 3). Overall, 12,658 alternatively spliced genes gave rise to 25,023 AS events in our assembled transcriptome. Out of these isoforms predicted, 2,091 were expressed in SCs, 3,600 in VN, and 4,530 in ECs. To identify how many of these transcripts were specific to each cell type, we calculated a specificity score called specificity measure (SPM). This ranges between 0 and 1 and the larger the SPM values, the higher the tissue specificity. Using the stringent specificity score of SPM ≥ 0.9 (Carmargo et al., 2020), we found 1,174 (386 novel), 1,928 (736 novel), and 1,813 (568 novel) transcripts to be specific to SC, VN, and EC, respectively. 

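The dinucleotides at splice sites were read from the TAIR10.1 sequence for the events of Supplemental Table S6, those common to SCs, VN and egg cells, of which the copy used here holds 881 and the paper counts 884. These events are a part of the assembled transcriptome and comprise 1436 different introns. At alternative acceptor events, 99.2% of 798 introns began with GT in the genomic DNA, and 98.7% ended with AG. Introns of alternative donor events began with GT in 94.9% of 415 cases and with GC in 3.37%, and ended with AG in 99.5%. Over all 4 event types, 97.2% of the introns had GT at the donor and AG at the acceptor. As a check of the coordinates, the same positions shifted by 1000 bp had both dinucleotides in 7 of the 1436 cases (0.487%).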

Sequence analysis of overrepresented splice sites (SSs) at alternative 5´ SS and 3´ SS in the assembled transcriptome revealed that these SSs were associated with GU and AG dinucleotides (Supplemental Figure 1).

The relatively high number of germ cell-specific novel transcripts identified here indicates that the Arabidopsis annotation remains incomplete. It is heavily biased toward vegetative tissues, and more condition and/or cell/tissue-specific transcripts could be missing.

### Cell-type-specific alternatively spliced genes

To determine alternatively spliced genes that were differentially regulated between male and female gametes, we used limma in the 3D RNA-seq pipeline (Guo et al., 2021) to identify the differentially expressed (DE) and differentially alternatively spliced (DAS) genes using pairwise comparisons: between SC and VN, and between SC and EC, both at gene level as well as transcript level. When the transcriptome of SC was compared with the VN, we identified 6,906 DE genes (FDR < 0.01 and log2 fold change > 1), and 468 DAS genes (FDR < 0.01 and percent spliced (ΔPS) > 0.1) (Figure 3, A and B) (Supplemental Table 4). 

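In the gene-level table, 7105 of the 10955 genes tested (64.9%) were called DE between SC and VN with limma, 3204 of them (45.1%) higher in SCs and 3901 (54.9%) higher in VN. For each of the 7105, the 3 libraries of one cell type all lay above the 3 of the other, which held for 8468 of all tested genes (77.3%) where chance would give 10%. As SC libraries are from cells and VN libraries from nuclei, a call may reflect cell type or the part of the cell sampled. The median log2 fold change was 2.97 for the genes higher in SCs and -3.43 for those higher in VN. The number moved most without the filter on low values, to 5845 of 22718 genes tested. Over all tested genes the median log2 fold change was -0.55, and quantile normalization of the log2 values moved it to -0.13 and centring each library on its median to -0.03. Both turned the majority, with 3774 genes higher in SCs (51.3%) and 3577 higher in VN after quantile normalization, and 3894 (53.8%) and 3345 after centring. On the log2(TPM + 1) scale, the largest rise in SCs was that of AT3G48660, a putative transmembrane protein gene, at 869, 684 and 255 TPM in SC replicates 1 to 3 and 5.06, 0 and 3.80 TPM in VN, a log2 fold change of 7.44 (standard error 0.73, adjusted p = 3.11e-05). AT2G01920 (7.32), AT5G63040 (7.26), AT1G71350 (listed at 0 in the 3 VN libraries) and ASK5 (AT3G60020, 6.89) came next. On the same scale, the largest fall in SCs was that of SEC14 (AT4G39180), which encodes a phosphatidylinositol transfer protein, from 4431 ± 1181 TPM (SD, n = 3) in VN to 4.69, 5.84 and 7.29 TPM in SC replicates 1 to 3, a log2 fold change of -9.30 (standard error 0.25, adjusted p = 2.51e-07); 70 bp of it overlap AT4G39170 on the opposite strand. It was followed by AT3G55180 (-9.22), AT4G20700 (-9.05, with 182 bp shared with AT4G20690 on the opposite strand), ROPGEF9 (AT4G13240, -8.70) and AT3G05150 (-8.70). The order among these genes depended on the pseudocount. With 0.1, AT2G01920 (9.48) and AT1G71350 came before AT3G48660 (8.72), and AT4G20700 (-10.01) and AT3G55180 (-9.94) before SEC14 (-9.51). MYB120 (AT5G55020, -9.73), which is not among them, also came before SEC14 with 0.1, and other genes were not ranked again. DAS genes were not analysed here, since that needs values per transcript.

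**Figure D2:**
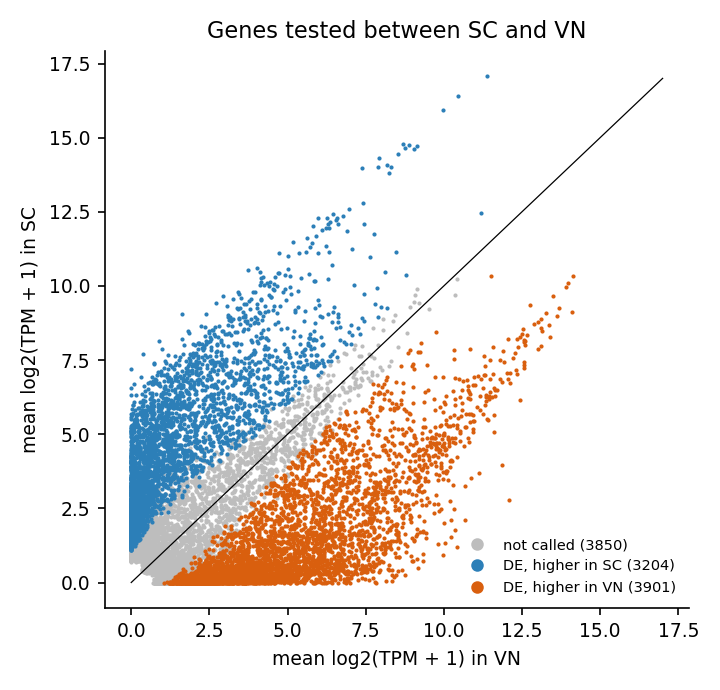
Mean log2(TPM + 1) of each of the 10955 tested genes in VN (x axis) and SCs (y axis), averaged over 3 libraries each; blue and orange points are genes called DE and higher in SCs (3204) or VN (3901), grey points were not called, and the line marks equal values. The called genes form separate clouds on either side of the line.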

When we compared the genes that were either differentially expressed or spliced between SC and VN, a substantial overlap of 310 genes was observed (Figure 3A).

**Figure 3:**
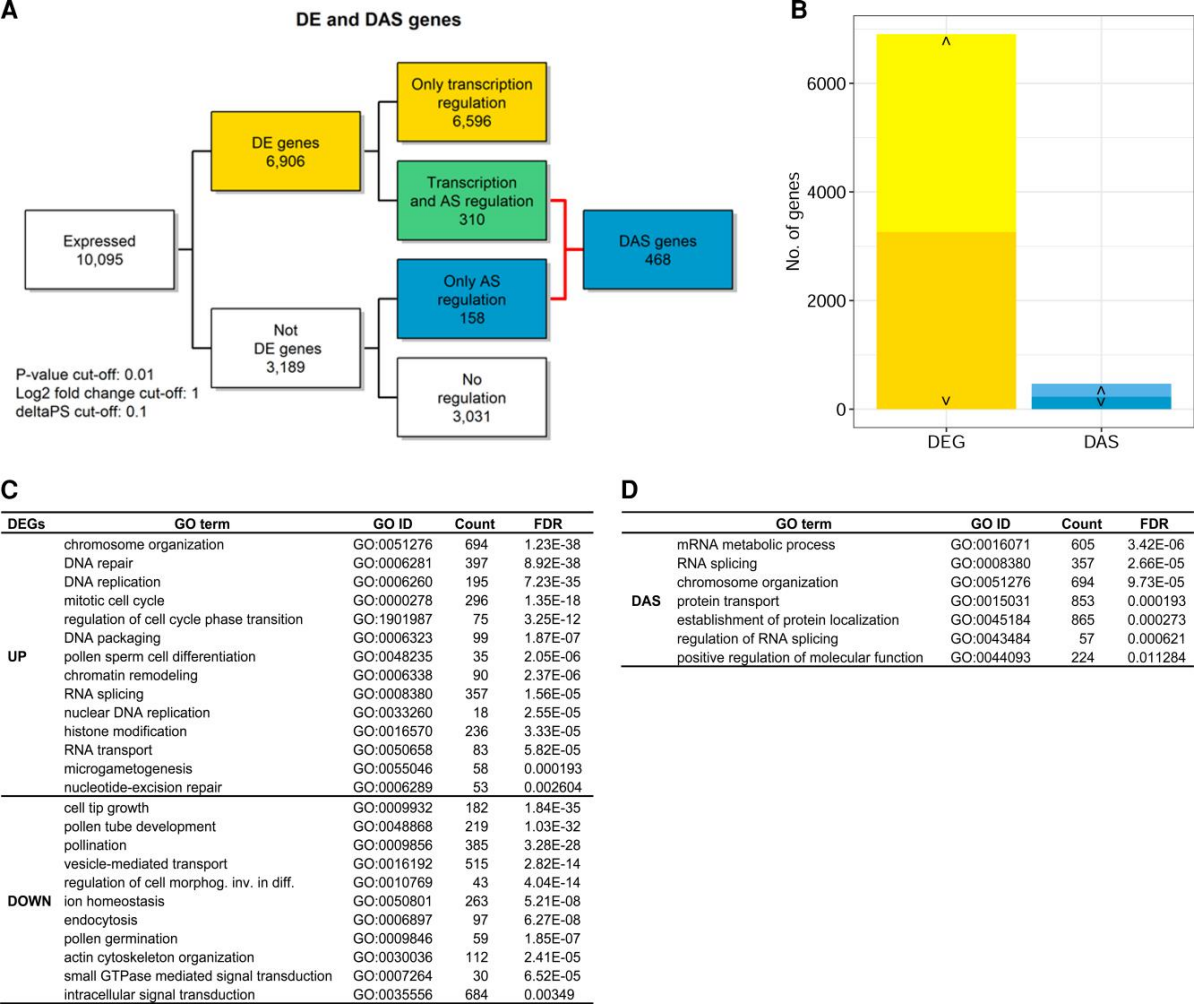
Differential expression analysis at gene and transcript level. A, Flowchart depicting analysis of gene expression and AS between SCs and VN, including numbers of DE and DAS genes. B, Bar plots showing the number of DE and DAS genes, separated by upregulated (∧) and downregulated (∨). C, Functional enrichment of DE genes between SC and VN. D, Functional enrichment of DAS genes between SC and VN. For details, see Supplemental Table 5.

These genes might be regulated both at transcriptional as well as splicing levels. The 468 DAS genes encompassed 2,131 transcripts, out of which 1,411 (66.2%) were known transcripts, while 720 (33.8%) comprised previously unidentified transcripts. Similarly, when we compared SC and EC, we identified 10,809 DE genes and 608 DAS genes (Supplemental Table 4), with 416 genes showing regulation both at transcription and splicing levels (Supplemental Figure 2, A and B).

### Functional classification of DE genes and transcripts

Next, we asked ourselves what could be the function of these DE genes. 

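Gene ontology terms were not used here; instead, genes were grouped by words in the descriptions that the authors' table gives, chosen after the table had been opened, and each group was compared with all other tested genes by Fisher's exact test (two-sided, 10 tests, Benjamini-Hochberg adjusted). Of all tested genes, 29.2% were DE and higher in SCs. Among 86 tested genes with cell cycle words (cyclin, cell division, mitotic and similar), 42 were higher in SCs (48.8%, Fisher's exact test, adjusted p = 3.00e-04). The share was 67.7% for DNA replication, repair and recombination words, at 42 of 62 genes (Fisher's exact test, adjusted p = 3.73e-09). For histone, chromatin and nucleosome words it was 34.9%, at 37 of 106 genes, which was not past the threshold of 0.05 (adjusted p = 0.199), although fewer of these genes were higher in VN than among all tested genes (23.6% against 35.6%, Fisher's exact test, adjusted p = 0.0131). Each of these tests stayed on the same side of 0.05 when the log2 values were quantile normalized or centred and when each library was left out in turn, which were alternatives chosen after seeing the data.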

A gene ontology analysis of the 6,906 DE genes in our sperm versus VN comparison, indicated the GO categories cell-cycle regulation, DNA metabolic process, and chromatin organization as having the highest enrichment scores for the upregulated genes in SCs (Figure 3C) (Supplemental Table 5). The genes that were downregulated in SCs were associated with pollen germination and tube growth, and vesicle-mediated transport. On the other hand, gene set enrichment analysis of DAS genes between sperm and VN revealed mRNA splicing, chromatin modification, and protein localization and transport as significantly enriched terms (Figure 3D).

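Of the 140 tested genes with pollen, pectin, polygalacturonase, arabinogalactan or RALF in their descriptions, 84 were higher in VN (60.0%), against 35.6% of all tested genes (Fisher's exact test as for the SC groups, adjusted p = 1.96e-08). The median log2 fold change of this group was -3.44, and that of all other tested genes -0.52. Among 160 genes with vesicle, SNARE, exocyst, clathrin and similar words, 75 were higher in VN (46.9%, Fisher's exact test, adjusted p = 0.00499) and 33 higher in SCs (20.6%, adjusted p = 0.0197). Genes of one family share words and often expression, so they are not independent of each other.

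**Figure D3:**
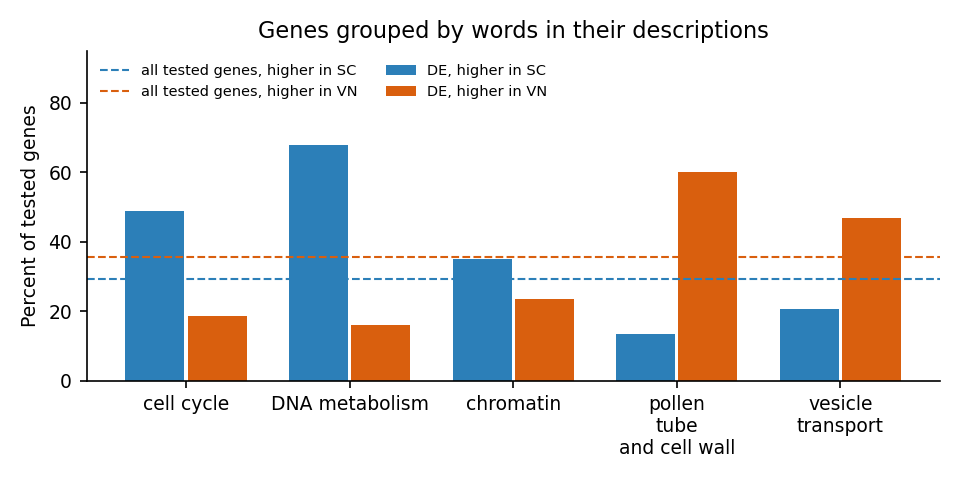
Percent of the tested genes of each group that were DE and higher in SCs (blue bars) or in VN (orange bars); dashed lines give the same percents for all tested genes, 29.2% and 35.6%. The groups for DNA metabolism and for pollen tube and cell wall lie farthest from the lines, at 67.7% higher in SCs and 60.0% higher in VN.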

We then tried to understand the differences between SCs and ECs, and we found 10,809 genes to be differentially expressed between the two cell types. Our functional enrichment analysis of 3,804 genes that were upregulated in SCs revealed chromosome organization, DNA replication, and cell cycle and chromatin organization as significant terms (Supplemental Figure 2C), similar to the results obtained for the SC versus VN upregulated genes. Genes that were differentially spliced between sperm and EC were found to be functionally enriched for mRNA processing, RNA splicing, and regulation and metabolic process (Supplemental Figure 2D).

### SCs and VN differ in their splicing landscape

When comparing AS studies in plants and animals, it is evident that information about tissue-specific AS is relatively sparse in plants. Moreover, the relative proportion and frequency of different types of AS events in plants and animals differ (Chaudhary et al., 2019). To analyze the AS landscape in germ cells and determine their cell-specific pattern in SCs, VN, and ECs, we used the Suppa2 tool (Trincado et al., 2018) and classified the splicing events detected into four types: intron retention (IR), exon skipping (ES), alternative acceptor (AA), and alternative donor (AD) (Figure 4).

**Figure 4:**
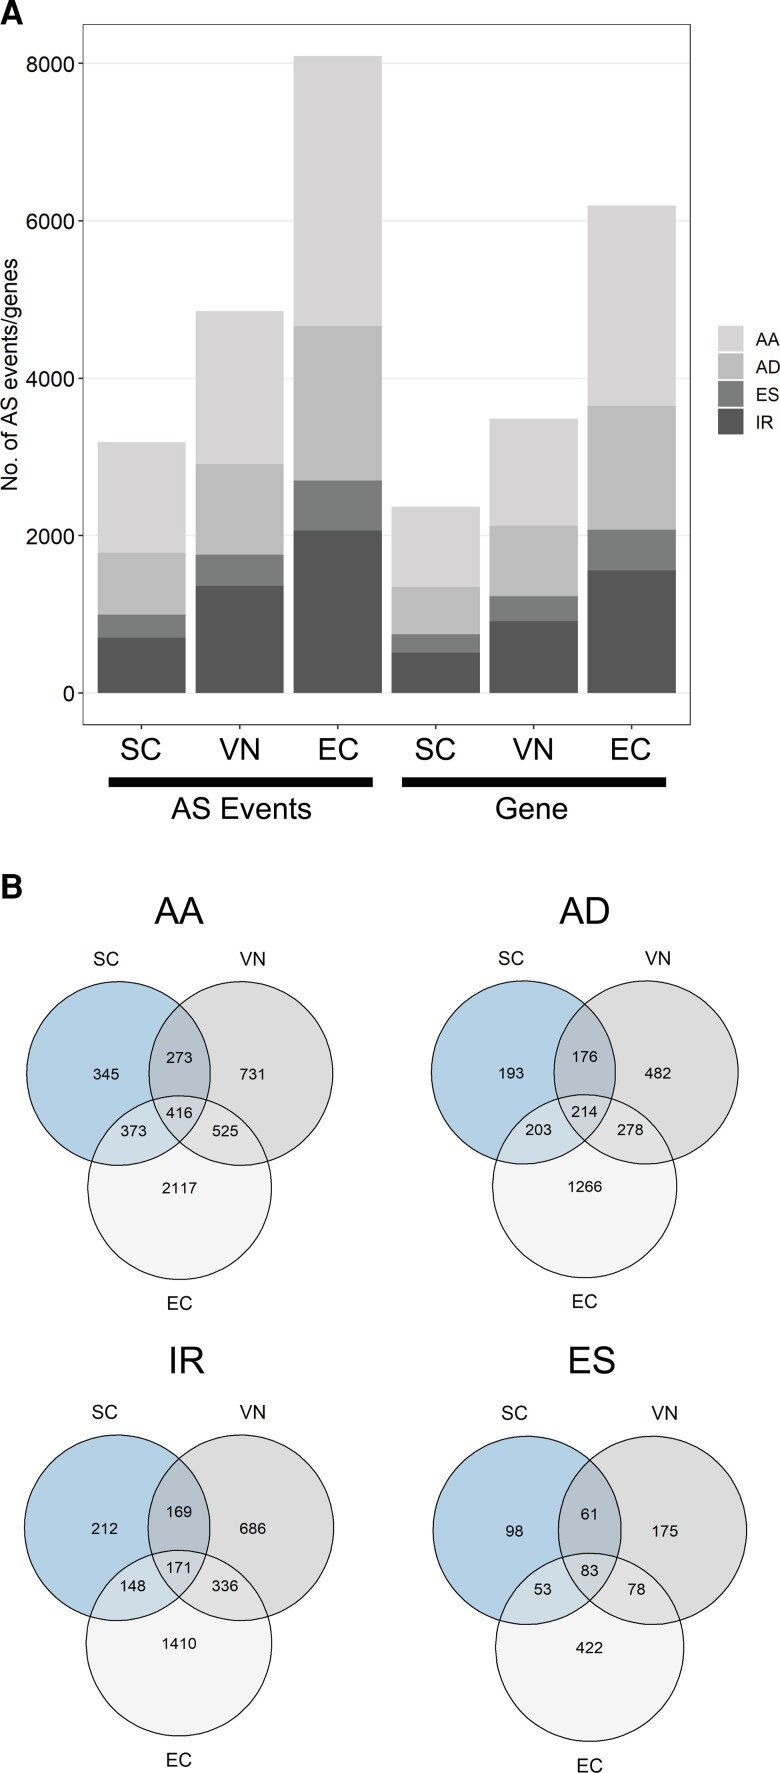
Sex-specific AS in the Arabidopsis germline. A, Bar plot showing the distribution of four predominant forms of AS events in SC, VN, and EC, respectively: ES, exon skipping; IR, intron retention; AA, alternative acceptor site; AD, alternative donor site. The four bars on the right depict the corresponding number of genes undergoing these four different types of AS. B, Venn diagrams depicting the number of overlapping AS events between the three cell types. For details, see Supplemental Table 6.

The alternative acceptor type was found to be the most predominant AS event in all three cell types, followed by intron retention in the VN and EC, whereas in SCs, alternative donor was the second most prevalent form of splicing events (Figure 4A). The least abundant splicing event in all three cell types was found to be exon skipping. We also looked at the common AS events shared between the three cell types and identified 884 common AS events corresponding to 634 genes. These common AS events consisted of 171 IR events, 416 AA events, 214 AD events, and 83 ES events (Figure 4B) (Supplemental Table 6).

Tissue-specific AS data are limited in plants, more so in other reference plant species, such as rice and maize. To understand whether the AS landscape in germ cells is different between monocots and dicots, we used published data sets of sperm, VN, and ECs from rice and maize as a reference for monocot species (Anderson et al., 2013; Chen et al., 2017) and reanalyzed these to quantify the splicing landscape in other species.

Surprisingly, our analysis revealed that the proportion of AS events in gametes of rice and maize is different from that observed in Arabidopsis (Figure 5). We found exon skipping to be the most predominant form of splicing event in maize ECs and the second most prevalent in SCs (Figure 5, A and B), in contrast to both rice and Arabidopsis. Intron retention is the most predominant form of splicing event in the rice male germline (Figure 5, C and D), however alternative acceptor is the most predominant form of splicing event in ECs of rice (Figure 5E), similar to what we observe in Arabidopsis. Taken together our data of these three species indicate that AS is highly tissue and condition-specific, and probably more complex in plants than previously thought.

**Figure 5:**
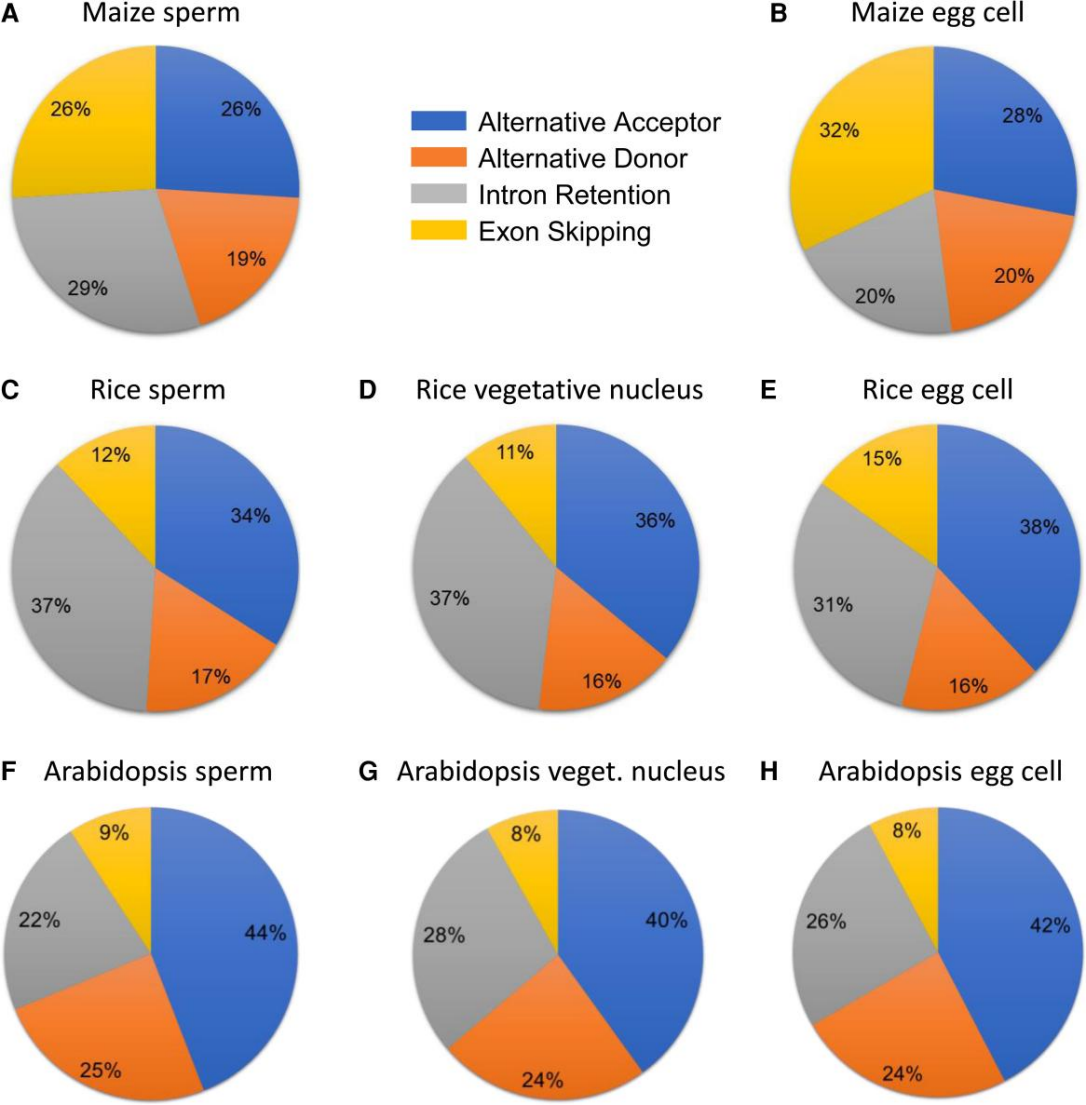
Comparison of AS landscape in germ cells of several plant species. A,B, AS landscape in maize SC and EC, respectively. C–E, AS landscape in rice SC, VN, and EC. F–H, AS landscape in Arabidopsis SC, VN, and EC.

### DAS genes show variable expression between SC and VN

Our detailed comparison of the DAS genes between SCs and VN at the isoform level revealed varying expression dynamics ranging from complex splicing patterns (Figure 6, A–C) to simple isoform switching (Figure 6, D–F). Although a complex splicing pattern was observed for many genes, we could only detect 26 instances of isoform switching when we performed pairwise comparisons between SC and EC, and SC and VN (Supplemental Table 7).

**Figure 6:**
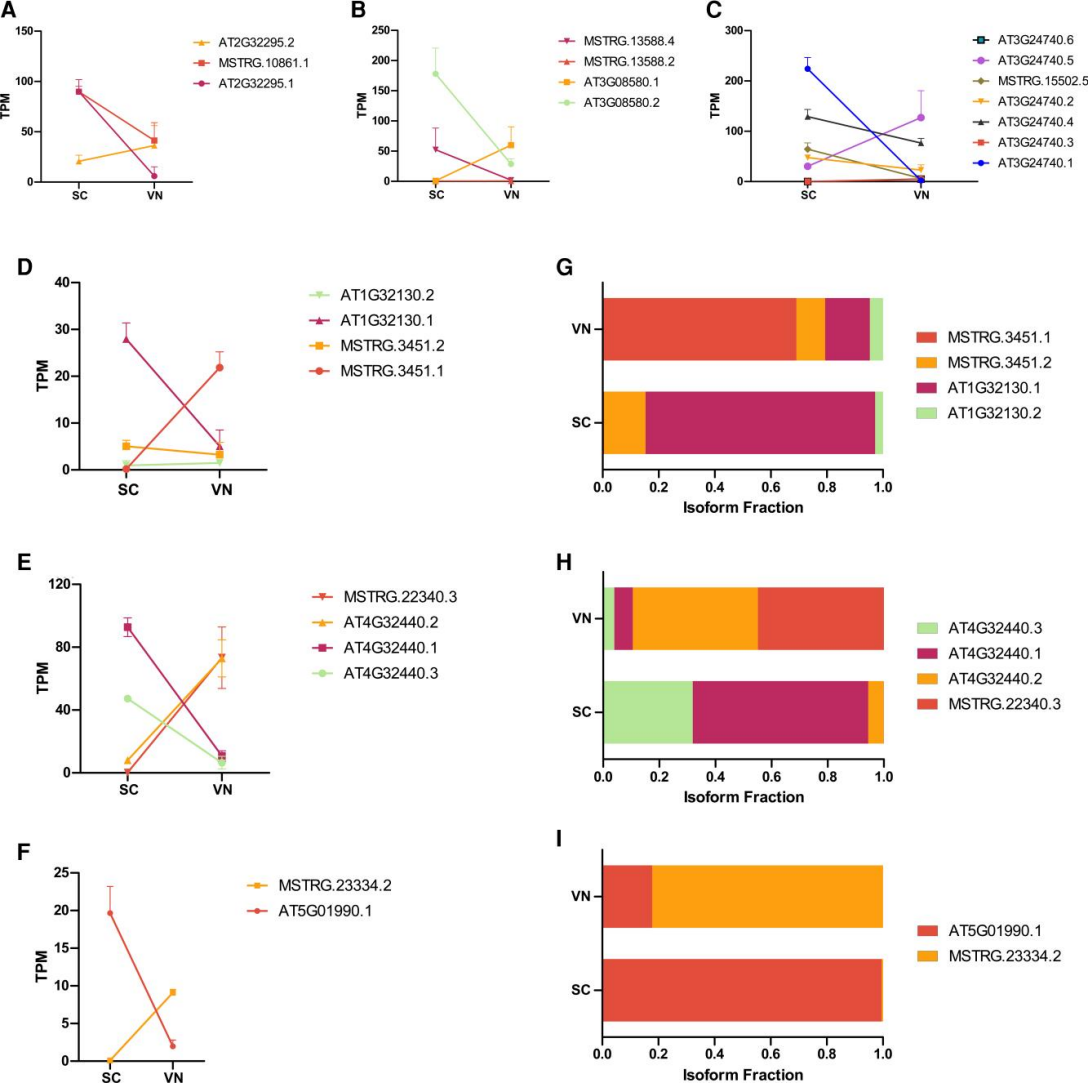
Isoform level dynamics in SCs and VN. A–C, Expression level (TPM) of individual isoforms that are differentially expressed between SCs and VN, representing examples of complex splicing patterns. D–F, Expression levels (TPM) of isoforms of genes depicting simple cases of isoform switching. G–I, Changes in the isoform fraction of the corresponding genes are shown in (D–F). The error bar indicates the Sd across three biological replicates (*n* = 3).

Instances of simple isoform switching often showed very small changes in total gene expression despite substantial differences in the abundances of individual isoforms. For instance, if we look at the expression of AT1G32130 at the gene level, with two annotated (AT1G32130.1 and AT1G32130.2) and two novel transcripts (MSTRG.3451.1 and MSTRG.3451.2), no substantial difference was observed between sperm and VN (Figure 6D). However, measurement of isoform level expression revealed that the canonical isoform (AT1G32130.1) was more expressed in SCs and downregulated 5.5-fold in VN, whereas the novel transcripts MSTRG.3451.1 and MSTRG.3451.2 were downregulated by more than 100-fold in SCs, thereby showing completely opposite expression level in SCs and VN. On the other hand, if we look at the gene expression level change of AT5G01990, with one annotated and one predicted isoform, we could see the differences both at the gene expression level (downregulated by 1.78-fold in the VN) as well as at the isoform level (Figure 6F). 

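In the gene-level table, AT1G32130 (IWS1, a TFIIS family transcription elongation factor; chromosome 1 of TAIR10.1, 11558755 to 11561920, minus strand) was at 34.2 ± 4.04 TPM (SD, n = 3) in SCs and 31.6 ± 9.49 TPM (SD, n = 3) in VN. The log2 fold change of 0.15 was smaller than its standard error of 0.29 (limma adjusted p = 0.649). It ranged from -0.12 to 0.32 as each library was left out and was below 0 only without VN replicate 3. After centring, which was chosen for single genes after seeing the data, it was 0.67, and with quantile normalization 0.78, still without a call. The annotation used for coordinates holds 2 transcripts of the gene, and their separate abundances were not analysed here.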

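AT5G01990 (PILS6, an auxin efflux carrier family gene on chromosome 5, 377231 to 379911, minus strand) was at 19.8 ± 3.69 TPM (SD, n = 3) in SCs and 11.1 ± 1.29 TPM (SD, n = 3) in VN, a ratio of the means of 1.79. All SC libraries lay above all VN libraries (exact permutation test, two-sided, p = 0.1). With limma, the log2 fold change of 0.77 (standard error 0.25, adjusted p = 0.0233) was short of both thresholds for a DE gene. It passed them with quantile normalization (1.33) and after centring (1.29). The gene shares 373 bp with AT5G01980 on the opposite strand, whose reads cannot be separated from its own there.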

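At the level of the gene, the 3 examples in Figure 6, A to C, were all higher in SCs. AT2G32295, an EXS family gene on chromosome 2 (13718772 to 13722223), was at 200.4 ± 13.2 TPM (SD, n = 3) in SCs and 83.6 ± 21.9 TPM (SD, n = 3) in VN, with a log2 fold change of 1.29 (standard error 0.24, limma adjusted p = 0.00132). The ADP/ATP carrier gene AAC1 (AT3G08580) was at 232 ± 77.3 against 91.2 ± 29.2 TPM (SD, n = 3 each; log2 fold change 1.32, adjusted p = 0.00692); its call was lost with a pseudocount of 0.1, without the filter, without the trend and in 4 of the 6 fits that left out a library. AT3G24740, annotated as a putative cellulose synthase, was at 496 ± 21.7 against 244 ± 71.4 TPM (SD, n = 3 each; log2 fold change 1.06, adjusted p = 0.00283), close to the threshold of 1, and its call was lost without the filter, without the trend and in 5 of those 6 fits. AT4G32440, a Tudor-like RNA-binding protein gene in Figure 6E, was not called at this level (148 ± 8.42 TPM in SCs and 163 ± 35.7 in VN, SD, n = 3 each); its log2 fold change of -0.12 (adjusted p = 0.631) turned positive with quantile normalization (0.78, adjusted p = 0.00481) and after centring (0.40, adjusted p = 0.143), short of a log2 fold change of 1 in both.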

Complex splicing often resulted in a dynamic expression of isoforms, which in turn resulted in a net shift in the expression of the gene toward the direction of the predominant isoform (Figure 6, A–C).

Many of these predicted transcripts are in fact expressed at a much higher level compared to the canonical transcripts in our analysis (Figure 7, C and D). For instance, our analysis of splicing in SCs and VN revealed that the gene *REN1* (*ROP1 ENHANCER 1*) has three annotated transcripts and one novel predicted transcript (MSTRG.21453.2), with the latter showing higher expression in the VN than the annotated ones (Figure 7A). *REN1* encodes a Rho GTPase-activating protein (RhoGAP) and is required for normal pollen tube growth (Hwang et al., 2008). 

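REN1 (AT4G24580) lies on the minus strand of chromosome 4 from 12687879 to 12694656 in TAIR10.1, where the annotation gives 3 transcripts and 23 exons in the longest. Summed over its transcripts, it was at 509 ± 136 TPM (SD, n = 3) in VN and 35.1 ± 6.61 TPM (SD, n = 3) in SCs, a 14.5-fold higher mean in VN. The log2 fold change was -3.80 (standard error 0.25, limma adjusted p = 3.63e-06). Its splicing was not analysed here.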

The gene was found to be both differentially expressed and spliced between sperm and VN. Our analysis also revealed that a novel isoform MSTRG.21453.2 had an AS pattern and encoded for a protein smaller than the canonical isoforms (Figure 7B). This isoform lacks the PH domain, indicating that splicing may have a profound impact on the proteome as well. Moreover, the predicted isoforms can be further analyzed to characterize specific splicing events and potential consequences. Many of these different splicing patterns can result in potential consequences both at the RNA and protein level (Figure 7). One of the potential consequences is isoforms with premature termination codons that might result in nonsense mediated decay (NMD) (Supplemental Figure 3–5). This is one of the several ways, how gene expression is regulated (Rayson et al., 2012; Nickless et al., 2017). Nevertheless, more functional studies are needed to understand the biological importance of the loss of domains in these kinds of protein isoforms as well as role of the NMD in gene expression regulation.

**Figure 7:**
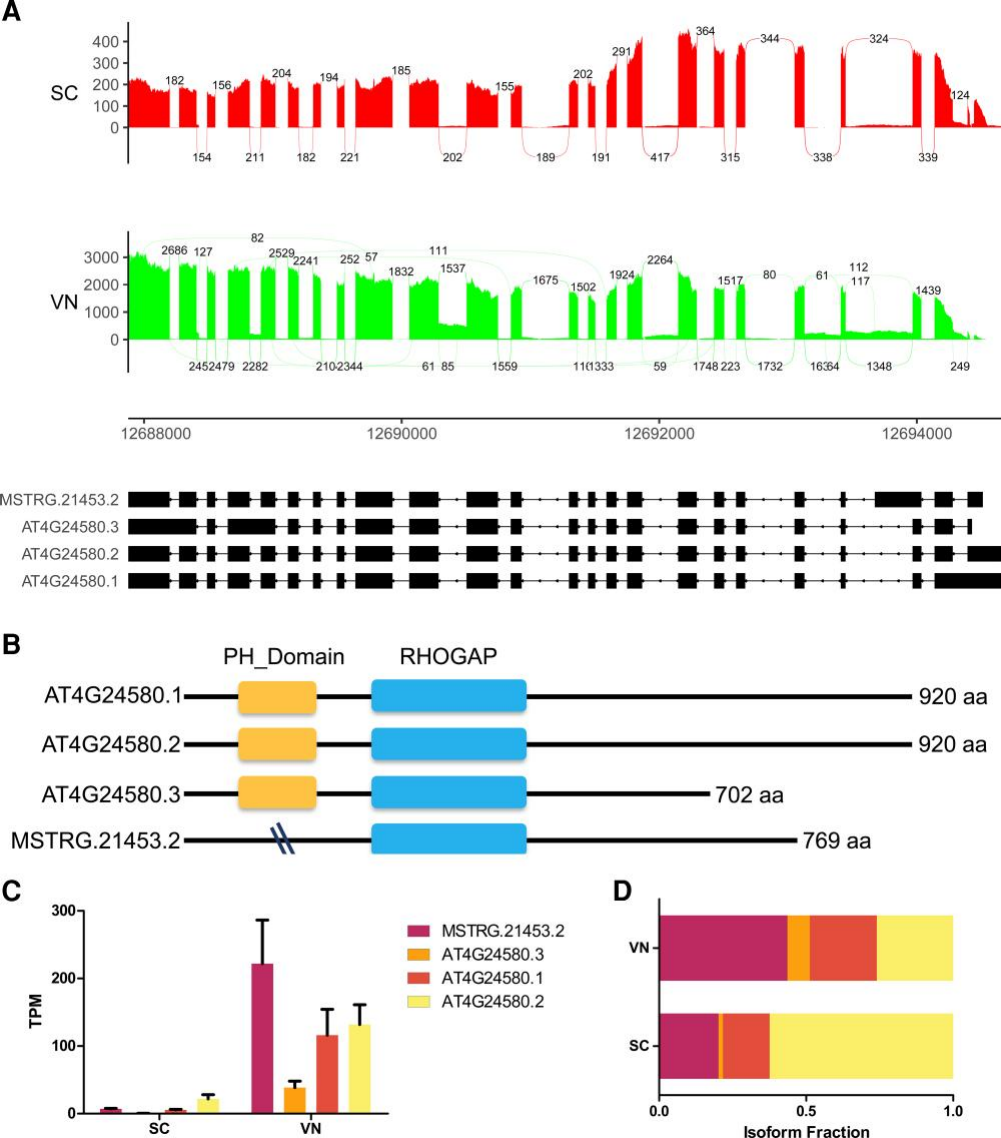
AS of the Rho GTPase-activating gene REN1 (AT4G24580). A, Sashimi plot showing AT4G24580 gene generating four different transcript isoforms detected with our RNA-seq pipeline. Peaks in red (SC) and green (VN) represent read coverage, and curved lines with numbers in red and green represent splice junctions supported by that number of reads (*Y*-axis). For each transcript isoform, the blocks in black represent exons, and the lines between the blocks represent introns. The number at the base of the sashimi plot represents the genomic coordinate. B, Protein length and domain predictions for the respective isoforms. C, Expression level (TPM) of individual isoforms that are differentially expressed and spliced between SCs and VN. D, Changes in the isoform fraction of the corresponding gene shown in (C). The error bar indicates the Sd across three biological replicates (*n* = 3).

### Sex-specific regulation of transcription and splicing factors

The Arabidopsis male gametophyte undergoes extensive transcriptome reprogramming during pollen development and studies so far suggest that this is a tightly regulated process with at least two major successive gene expression reprogramming events occurring during pollen development (reviewed in Rutley and Twell, 2015). However, to which extent AS shapes this reprogramming during the two successive pollen mitoses remains unknown. Moreover, knowledge about transcriptional control at the specific level of SCs and VN remains limited. To bridge this gap, we used our RNA-seq data to identify various TF families expressed in the SCs and/or VN and compared them with expression in the female germline.

Using the plant TF database (http://planttfdb.gao-lab.org/; Jin et al., 2017), we analyzed the expression of a total of 1,717 annotated TFs, belonging to 53 different TF families. The most predominant TF families in SCs were C3H (*n* = 21) and ERF (*n* = 18), whereas in VN the most predominant TF families were ERF (*n* = 33), MYB (*n* = 29), and MYB-related (*n* = 28) (Figure 8, A and B). On the other hand, the most predominant TF family in ECs were bHLH (*n* = 41) and ERF (*n* = 41) (Supplemental Figure 6). Our results also indicate that the expression of several TFs was specific to each cell type (Figure 8C).

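Of the 24 TF genes in Figure 8C that were matched to the table, 16 were tested between SC and VN; 9 were called higher in SCs, 6 higher in VN and 1 neither. The other 8, among them genes shown for egg cells, averaged at most 0.547 TPM in either cell type, and REM1 and REM4 were listed at 0 in all 6 libraries. EIN3 (AT3G20770) was at 3779.6 ± 452 TPM (SD, n = 3) in SCs and at 44.0, 63.6 and 114 TPM in VN replicates 1 to 3, a log2 fold change of 5.76 (standard error 0.32, limma adjusted p = 1.30e-06), and its relative EIL1 (AT2G27050) had 5.46. The largest change among those higher in SCs was that of NF-YB8 (AT2G37060), 6.66 (359 ± 69.0 TPM in SCs; 5.34, 0.157 and 4.87 TPM in VN). Higher in VN were LSD1 (AT4G20380, -4.40, with 154 bp shared with AT4G20390 on the same strand), AGL18 (AT3G57390, -4.26), ZFN3 (AT5G16540, -4.72) and MYB101 (AT2G32460, -5.25), the last at 317 ± 13.9 TPM (SD, n = 3) in VN and 7.36 ± 0.830 in SCs. HDT3 (AT5G03740) was not called, at a log2 fold change of 0.98 (adjusted p = 0.128). The 9 genes higher in SCs averaged 3.46 to 348 TPM in VN, where replicate 3 was the highest VN library for 128 of the 200 most abundant SC genes, and the 6 higher in VN averaged 1.33 to 101 TPM in SCs.

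**Figure D4:**
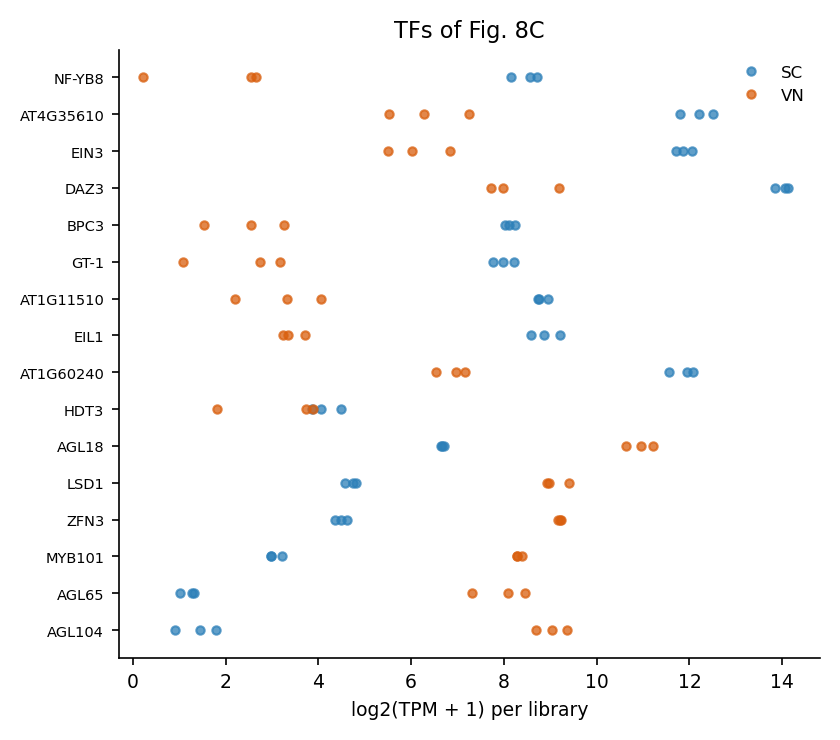
log2(TPM + 1) in each SC (blue) and VN (orange) library of the 16 tested TF genes of Fig. 8C, ordered by log2 fold change. The points of the cell types are separate for the 15 called genes and overlap for HDT3.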

**Figure 8:**
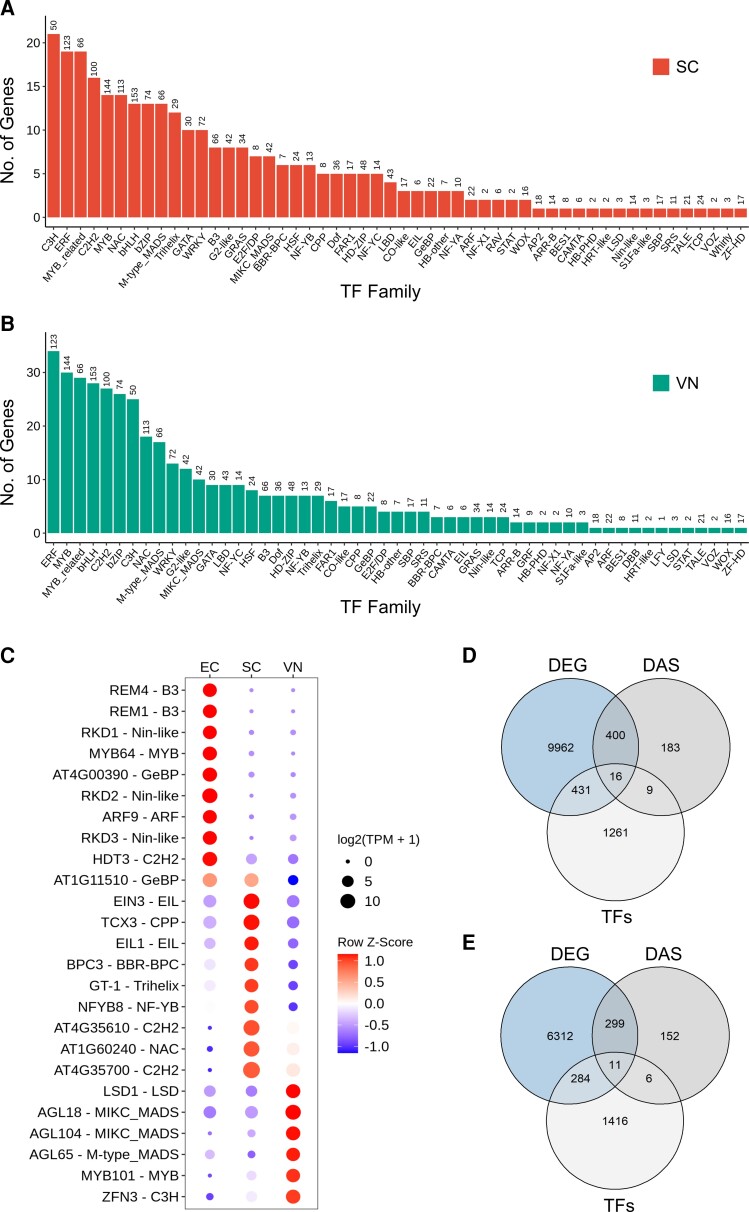
Transcriptional regulation in male and female germlines. Number of TFs per family expressed in SC (A) and VN (B). The number on top of each bar indicates the total number TFs genes present in a given family. C, Dot plot showing the expression of 25 most variable TFs across the three cell types. D, Venn diagram showing the number of TFs differentially expressed (DEG) or spliced (DAS) between SC and EC. E, Venn diagram showing the number of TFs differentially expressed or spliced between and SC and VN. For detailed information, see Supplemental Table 8.

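The sheet of TFs differentially expressed between SC and VN in Supplemental Table S8 holds 295 genes, the number the paper gives, and all are in the gene-level table. With limma, 292 of them passed the filter and 270 were called DE (91.5% of the list), 149 higher in SCs and 121 higher in VN. Adjusted over the list alone, 279 were called, which is not independent evidence because the list was chosen on these libraries. Across the alternatives the number was lowest without the filter, at 223.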

Out of 1,717 annotated TFs, 295 TFs belonging to several different TF families were differentially expressed when we compared SC and VN. 

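The 17 TF genes that Supplemental Table S8 lists as differentially spliced were examined for their gene-level expression only. Of these, 11 were called DE between SC and VN, 6 higher in SCs and 5 higher in VN, and adjusted over the list alone the number was again 11. From the sheet of 6 that the paper places at the splicing level alone, 1 was called. This was BZIP60 (AT1G42990), at 13.9 ± 2.17 TPM (SD, n = 3) in SCs and 36.9 ± 5.55 TPM (SD, n = 3) in VN, with a log2 fold change of -1.35 (standard error 0.24, limma adjusted p = 0.00115). It is named because it was the single call, after its value was seen. The paper's log2 fold change for it was -0.69, under the threshold of 1 in size. Without VN replicate 2, 2 of the 6 were called. After quantile normalization and after centring, both chosen for the lists after seeing the data, 0 of the 6 were called, where 3 had an unadjusted p under 0.05.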

At least 17 TFs were also regulated at the splicing level, of which 6 exclusively at the splicing level, suggesting that regulation of the male germline in Arabidopsis occurs not only at the transcriptional level, but also to a certain extent at the splicing level (Figure 8E). We made a similar observation when comparing SC and EC. Here, 437 TFs were differentially expressed, whereas 25 TFs were regulated at the splicing level, and 9 of those exclusively at the splicing level (Figure 8D) (Supplemental Table 8). Overall, our analysis sheds light on cell-type-specific transcriptional control of both male and female germlines, with several TFs being exclusively expressed in specific cell types, marking them as potential candidates for further functional analyses.

AS mechanisms involve spliceosome proteins and splicing factors, which in addition might undergo AS themselves. The Arabidopsis genome encodes for multiple splicing factors/RNA-binding proteins, and our results show that many of these genes are differentially expressed or spliced in a gamete-dependent manner. 

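Supplemental Table S8 lists 305 splicing factor genes as differentially expressed and 42 as differentially spliced between SC and VN. In the gene-level table, 303 of the 305 passed the filter and 274 were called DE with limma (89.8% of the list), of which 153 were higher in SCs and 121 higher in VN; adjusted over the list alone the number was 281, on a list chosen from the same libraries. The number was lowest, at 237, without the filter on low values. Of the 42 genes listed as differentially spliced, 31 were called DE at the gene level, 14 higher in SCs and 17 higher in VN, and 32 adjusted over the list alone.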

In our SC versus VN comparison, we found that at least 274 splicing factors were differentially expressed, and 42 were differentially spliced (Figure 9C) (Supplemental Table 8). Similarly, when we looked at SC and EC, 536 splicing factor genes were differentially expressed, and 64 were differentially spliced between SCs and ECs (Figure 9B) (Supplemental Table 8). Interestingly, 11 and 21 splicing factors were only regulated at the splicing level when we compared sperm and VN or SC and EC, respectively (Figure 9, B and C).

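The 11 splicing factor genes placed at the splicing level alone for SC and VN were all tested at the gene level, and 3 of them were called DE, each higher in VN. SR45A (AT1G07350) had a log2 fold change of -1.23 (standard error 0.28, limma adjusted p = 0.00432), AT1G67650 one of -1.59 and AT3G04500 one of -1.81. These genes are named because they were called. The paper's values for them were -0.53, -0.86 and -0.97, all under its threshold of 1 in size. Over its list of DAS genes, the paper's values were higher than those here by a median of 0.78. The number called was 5 without VN replicate 3, 4 with the replicate number as a block and 2 without any one of the SC replicates. It was also 2 after quantile normalization and after centring, both chosen for the lists after seeing the data. SR45 (AT1G16610), of the same group, was at 7.96 ± 0.623 TPM in SCs and 7.15 ± 4.35 TPM in VN (SD, n = 3 each); its log2 fold change of 0.27 (adjusted p = 0.553) was below 0 without VN replicate 2 (-0.09). The comparison with egg cells was not analysed here.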

**Figure 9:**
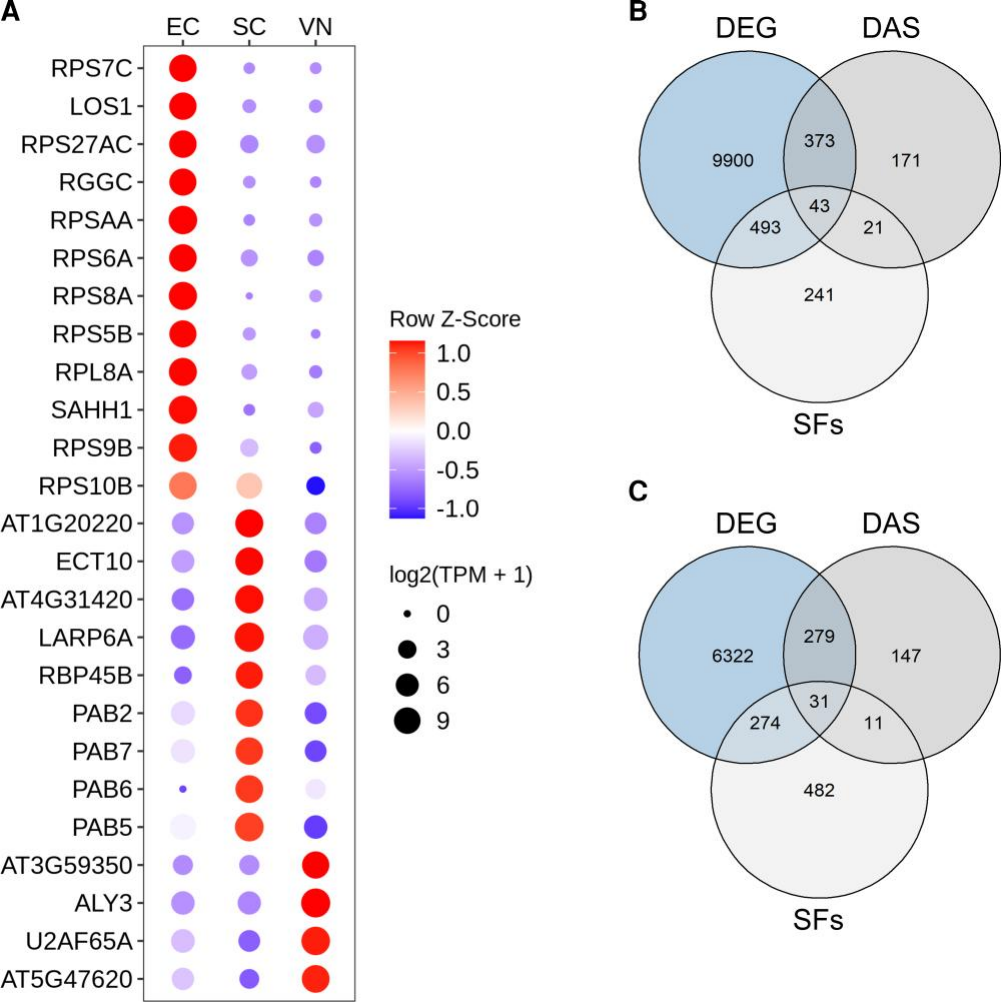
Splicing regulation in the three cell types. A, Dot plot showing the expression of 25 most variable splicing factors across the three cell types. B, Venn diagram showing the number of splicing factors differentially expressed (DEG) or spliced (DAS) between SC and EC. C, Venn diagram showing the number of splicing factors differentially expressed or spliced between SC and VN. For detailed information, see Supplemental Table 8.

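Of the 23 splicing factor and RNA-binding protein genes in Figure 9A that were matched to the table, 19 were tested, 11 were called higher in SCs and 4 higher in VN. Among those higher in SCs were the poly(A)-binding protein genes PAB6 (AT3G16380, 5.98), PAB7 (AT2G36660, 4.95), PAB5 (AT1G71770, 4.82) and PAB2 (AT4G34110, 4.62), given as log2 fold changes. PAB6 was at 1114 ± 96.3 TPM (SD, n = 3) in SCs and 17.1 ± 5.19 TPM (SD, n = 3) in VN (standard error 0.23, limma adjusted p = 3.16e-07) and shares 538 bp with AT3G16370 on the opposite strand; the overlaps of PAB5 and PAB7 are 93 and 8 bp. LARP6A (AT5G46250) was at 3475 ± 151 TPM in SCs but also at 178, 197 and 289 TPM in VN replicates 1 to 3. AT5G47620 changed most toward VN (-6.35), ahead of U2AF65A (AT4G36690, -5.85), AT3G59350 (-5.58) and ALY3 (AT1G66260, -5.23), which was at 2783 ± 432 TPM in VN and 73.2 ± 10.9 TPM in SCs (SD, n = 3 each). RPS9B (AT5G15200), the lowest of the called genes with 7.47, 9.32 and 3.06 TPM in SCs, lost its call without SC replicate 1 or 2. The 8 ribosomal and other genes that were not tested or not called averaged at most 4.02 TPM. Of the 15 called genes, 14 averaged at least 1 TPM in the other cell type as well.

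**Figure D5:**
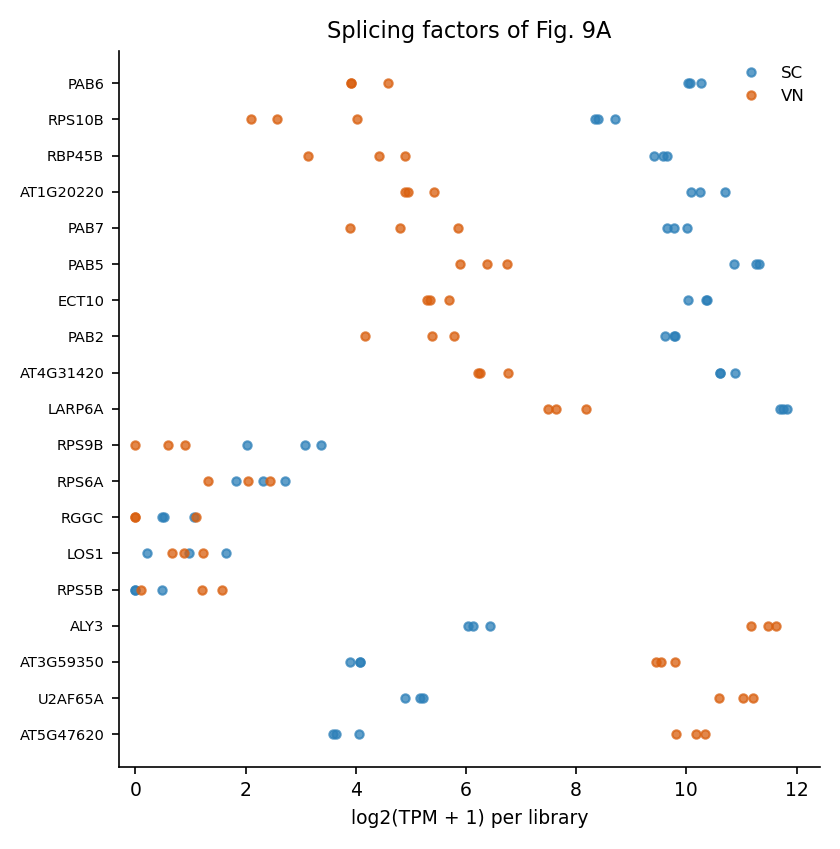
log2(TPM + 1) in each SC (blue) and VN (orange) library of the 19 tested genes of Fig. 9A, ordered by log2 fold change. The points of the cell types are separate for the 15 called genes.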

Similar to what we observed for TFs, the splicing machinery seems to be unique to each cell type and several splicing factors were found to be exclusively expressed in one of the cell types (Figure 9A), potentially mediating sex-specific functions during plant reproduction. Splicing factors are known to undergo splicing themselves to mediate their response in a tissue-dependent manner, but so far no study has reported their role in plant germline development and our data could therefore provide a good starting point for such future studies.

## Discussion

Male gametophyte development in flowering plants has been a very active area of research over the last two decades. Extensive transcriptomic and epigenomic data sets have provided unprecedented insights into pollen development (Borges et al., 2008; Slotkin et al., 2009; Calarco et al., 2012; Ibarra et al., 2012). The wealth of data available is not just limited to Arabidopsis, but rice, maize, and more recently tomato have also been studied (Anderson et al., 2013; Chen et al., 2017; Liu et al., 2018). The transcriptomic data available for pollen development vary though between species. For instance, in Arabidopsis data from every stage of pollen development from unicellular microspore to mature pollen grain are available (Honys and Twell, 2004; Julca et al., 2021), while for most other species the data are largely limited to mature pollen grains. Similarly, when it comes to SCs, data from Arabidopsis, rice, maize, and tomato are available. However, VN data are only available for rice (Anderson et al., 2013). This might be because the isolation of VN from pollen grains is technically challenging. Also, it is important to note that, while the Arabidopsis SC transcriptome was based on microarrays, rice, tomato, and maize, germline transcriptomes are available in the form of RNA-seq data as well. Only recently, RNA-seq data on Arabidopsis SCs were published, but without detailed analysis (Borg et al., 2020). We closed this gap by performing RNA-seq analysis on SCs and VN isolated from mature pollen grains of Arabidopsis. This allowed us not only to identify genes expressed in SCs and VN on a true whole-genome level but also to uncover genome-wide AS patterns in the germline. The transcriptome data from SCs helped to identify 21% more genes as expressed than previously known (Figure 2D). Our transcriptomic data from VN also revealed a higher number of genes than previously reported for whole pollen grains. Thus, overall our study revealed the transcriptome of the individual components of the mature pollen grain at a much higher resolution than can be achieved when isolating RNA from whole pollen grains.

Transcriptome reprogramming during pollen development has been well studied but most of the studies have focused on changes at the gene expression level. However, with RNA-seq it is possible to identify changes not only at the gene level but also at the transcript level, revealing the scale of AS in reproductive cell types. The first landmark transcriptomic study to identify changes in pollen at the splicing level was published by Loraine et al., (2013), in which 30 genes were found to be differentially spliced between leaf and pollen. However, this study could not reveal the relative contribution of transcripts coming from SC or VN. Our study, therefore, served to fill this knowledge gap toward the understanding of genome-wide AS in germ cells. To guide our analysis, we used a combination of de novo assembly and reference mapping to reassemble the Arabidopsis transcriptome, combining our datasets with published RNA-seq data, particularly from reproductive stages. We identified 58,039 transcripts, an increase of approx. 20% over the number of transcripts predicted in Araport 11, the most recent Arabidopsis annotation comprising 48,358 protein-coding transcripts. In addition, when we compared the Araport 11 annotation with our assembled transcriptome, we identified at least 2,881 genes that were previously not known to undergo splicing. Compared to the more recent, updated Arabidopsis annotation AtRTD2 with its 74,194 nonredundant protein-coding transcripts (Zhang et al., 2017), we were still able to identify 2,148 genes that were not predicted to undergo splicing. This is in line with the recent identification of 1,601 new transcripts by Raxwal et al., (2020) and suggests that the Arabidopsis annotation is still far from complete and more tissue and condition-specific transcripts might await discovery. Furthermore, more recently the updated version of AtRTD3 was published, which is by far the most comprehensive Arabidopsis Reference Transcript Dataset containing over 169,000 transcripts (Zhang et al., 2022). We compared our annotation to AtRTD3 and were still able to find ∼550 genes that were undergoing AS exclusively in our dataset (Supplemental Figure 7D). Interestingly, many of these over 550 genes were associated with functions associated with plant reproduction, such as pollen development and SC differentiation, further indicating the utility of our dataset covering more specialized cell types such as SCs, VN, and ECs. Being aware that predictions of new splicing forms are not completely error-free, we applied the most stringent criteria at every step of AS analysis to minimize the detection of false positive or false negative transcripts and AS events. Also, to further validate, we compared the annotation from this study to Araport 11 and AtRTD3 based on long read sequencing and found that predicted gene models from our study match well with both AtRTD3 and Araport11 (Supplemental Figure 7).

To provide robustness to our dataset, we have experimentally validated some of the predicted transcripts found in our analysis (Supplemental Figures 8–12). The fact that in some cases additional alternative transcripts were observed by RT-PCR shows that applying too stringent criteria can lead to loss of detection sensitivity. The future use of more advanced RNA-seq techniques, such as long-read sequencing (ISO-seq), could help to identify additional biologically relevant isoforms in a specialized cell type, such as SCs. Currently, these long-read sequencing protocols still require relatively large quantities of input, which is technically challenging to obtain from small specialized cell types such as SCs, VN, or ECs.

The role of splicing factors and RNA-binding proteins in plant reproduction is relatively unexplored. Splicing factors are commonly known to be involved in stress responses. However, recently some of them have been reported to have a role in reproduction. For instance, SR45 and U2AF65A/B have been implicated in pollen germination and tube growth (Cao et al., 2013; Park et al., 2019). Arabidopsis has 798 known splicing factors/RNA-binding proteins (Calixto et al., 2018). This complex network of splicing factors and RNA-binding proteins might have an important function in plant reproduction and could be an area worth exploring for future research. Our transcriptome data from SCs also helped to identify the expression of 76 additional splicing factors for which there were no probes on microarrays (Borges et al., 2008).

Information about tissue-specific splicing in Arabidopsis is very limited and the only study on Arabidopsis pollen provided no information about the different types of splicing events. We showed that the most predominant form of AS event was alternative acceptor in all three cell types, followed by intron retention in VN and EC, while in SCs alternative donor was the second most predominant form of splicing (Figure 4A). However, a recent study on AS in 28 different tissues (flowers, shoots, seeds, roots, and leaves) and developmental stages in soybean (Shen et al., 2014) points toward differences in the splicing landscape between monocots and dicots. To test this hypothesis, we compared AS in SCs and VN of Arabidopsis with that in two reference monocot species, rice, and maize. Our data revealed that the relative proportion of AS events between monocot and dicot shows a high degree of variation, particularly in maize, where exon skipping was found to be the most prevalent (32%) and second most (26%) prevalent form of AS event in EC and SC, respectively (Figure 5, A and B). This difference in the proportion of splicing events between maize and the other two species (Arabidopsis and rice) might be species-specific. Recently, developing ears in maize were shown to undergo exon skipping as their most predominant form (27%) of splicing event (Thatcher et al., 2016), a form usually expected to be the least abundant in plants. We found intron retention to be the most predominant form of splicing in rice sperm and VN, which is in contrast to our results in Arabidopsis. Interestingly, we did not find intron retention to be the most predominant form of AS events as is generally expected in plants, particularly in Arabidopsis. Intron retention is thought to be overestimated in plants, a notion that has recently been validated in other studies (Martín et al., 2021) as well as in our analysis. These differences could be explained at least partly, due to the advances in RNA-seq technologies and improvement of de novo assembly algorithms and genome annotation detail that may help to improve the prediction of transcripts and splicing events. Nevertheless, how the expression dynamics and splicing patterns of different splicing factors contribute to the overall fertility of plants is unclear and calls for further research.

Our analysis of sperm and VN transcriptome also revealed more than 6,000 genes to be differentially expressed. Genes that were upregulated in SCs were enriched for DNA replication and packaging, SC differentiation, and cell-cycle progression (Figure 3C). The functional enrichment analysis points toward the role of genes that are involved in SC maturation before gamete fusion and is similar to previous classifications of SC-enriched transcripts (Borges et al., 2008). Sperm transcriptome analysis in other plant species like rice, maize, and tomato has also revealed enrichment of transcripts with similar functions, such as cell-cycle regulation, proteasome-mediated protein metabolism, and DNA repair and replication (Anderson et al., 2013; Chen et al., 2017; Liu et al., 2018). This indicates that the process of sperm maturation and differentiation is largely conserved across flowering plants. Genes that are downregulated in SCs relative to the VN are involved in pollen germination and tube growth, cell–cell communication, and vesicle-mediated transport. These functions are important for pollen tube growth and hence reflect the main function of the VN.

Pollen development is under tight transcriptional control and several TFs have been identified to be important for pollen development, germination, and ovule targeting (Rutley and Twell, 2015). Our analysis identified at least 295 TFs that were differentially expressed between SCs and the VN (Figure 8E). TFs are not only regulated at the gene expression level, but also at the splicing level, and at least six are exclusively regulated at the splicing level, warranting further functional characterization. Several TFs were found to have cell-type-specific expression patterns (Figure 8C), some of which have already been studied. For instance, agamous-like genes *AGL65, AGL66* and *AGL104* belonging to the MIKC subgroup of the MADS-box TF family were found to be preferentially expressed in mature pollen grains (Pina et al., 2005). 

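AGL65, AGL66 and AGL104 were called higher in VN. AGL104 (AT1G22130) was at 531 ± 120.2 TPM (SD, n = 3) in VN and 1.69 ± 0.800 in SCs (log2 fold change -7.65, standard error 0.30, limma adjusted p = 3.27e-07). AGL65 (AT1G18750) was at 259 ± 96.0 against 1.33 ± 0.254 TPM (log2 fold change -6.73) and AGL66 (AT1G77980) at 178 ± 34.0 against 1.36 ± 0.355 TPM (-6.23), SD and n = 3 for each value. AGL94 (AT1G69540) stayed low in both, at 2.13, 0.234 and 2.83 TPM in SC and 1.60, 0.0672 and 2.21 TPM in VN replicates 1 to 3, and its log2 fold change of 0.24 (standard error 0.58) changed sign without SC replicate 3 or VN replicate 2.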

Functional characterization of *agl65*, *agl104*, *agl66*, and *agl94* in different combinations of double and triple mutants highlighted the role of MADS-box TF networks for pollen development and maturation (Verelst et al., 2007; Adamczyk and Fernandez, 2009).

Extensive studies of male germline development over the past years have highlighted the role of the transcriptional regulon mediated by the MYB TF DUO1. 

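DAZ3 (AT4G35700), a single-exon C2H2 zinc finger gene on chromosome 4 of TAIR10.1 (16923319 to 16924334), was at 16439.6 ± 1633 TPM (SD, n = 3) in SCs. In VN it was at 210.4, 253 and 580.0 TPM in replicates 1, 2 and 3, and the log2 fold change was 5.70 (standard error 0.34, limma adjusted p = 2.00e-06). The highest VN library, replicate 3, was also the highest VN library for 9 of the 10 genes of a list of sperm markers.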

Our analysis of cell-specific TFs points toward a DAZ3 (DUO1-ACTIVATED ZINC FINGER 3) C2H2 type TF to be highly specific to SCs, and it is predicted to be a direct target of DUO1 (Borg et al., 2011). Similarly, the RKD subfamily in Arabidopsis has five genes, out of which three were found to be highly expressed in ECs. Interestingly, although several T-DNA insertion alleles of Arabidopsis *RKD* genes are available, no EC defects have been reported so far for *rkd1/2* double mutants, suggesting high levels of functional redundancy among gene family members or lack of effective functional alleles. The use of gene editing techniques such as CRISPR and deleting all genes to uncover a potential EC defect may help to provide more detailed insights into this predominantly EC expressed subfamily (Wuest et al., 2010; Kőszegi et al., 2011).

In conclusion, using RNA-seq, we have shown the extent of genome-wide AS occurring in the SC and VN. In addition, our comparative analysis of the male and female germline helped to shed light on sex-specific modulation of AS, an area not addressed in previous studies. Our annotation helped to predict at least 20% more transcripts than previously known, including many transcripts that are highly specific to SC, VN, or EC. Many of these genes are also associated with transcription, splicing and chromatin modification, and are differentially spliced between SC and EC. These new splice variants potentially contribute to proteome diversity and function in Arabidopsis gametes. Our study, therefore, provides an overview of genome-wide AS in SC, VN, and EC and serves as a starting point for further in-depth analysis at functional and molecular levels.

## Materials and methods

### Plant material and growth conditions

Seeds of a transgenic Arabidopsis (*Arabidopsis thaliana*) marker line harboring MGH3p::MGH3-GFP and ACT11p::H2B-mRFP (Borges et al., 2012) were sown on soil in short-day conditions (8-h light at 21–23°C) for 8 weeks and then transferred to long-day conditions (16-h light) to induce flowering.

### RNA-seq library preparation and reference-based transcriptome reassembly

Fluorescence activated cell sorting was used to sort SC and VN from mature pollen (Borges et al., 2012; Santos et al., 2017). Five hundred cells/nuclei were sorted each for SC and VN and for each replicate respectively, in lysis buffer. Sorting was performed in batches, with 500 cells/nuclei in one single tube, and full-length Smart-seq2 cDNA libraries were produced as described in (Misra et al., 2019).

cDNA libraries were checked on a Fragment Analyser for quality and yield and then converted into Nextera libraries at the Genomics Facility of Instituto Gulbenkian de Ciência, Oeiras, Portugal, and sequenced at Novogene, United Kingdom, with 150 bp paired-end reads on an Illumina Novaseq. The reads were checked for quality and then mapped to the Arabidopsis genome (TAIR 10) assembly using Hisat2 v2.1.0 with command line options “–dta –min-intronlen 60 –max-intronlen 6000” (Kim et al., 2019).

Transcriptomes from each RNA-seq library were reconstructed using reference-based transcriptome assembly by Stringtie v2.0 using the parameters -c 5 -a 15 -j 10 (Pertea et al., 2015). The assembled transcripts were merged to form a master annotation using the merge option of Stringtie. The merged annotation was compared to reference annotation using gffcompare and the assembled transcripts were then identified as known or novel isoforms based on class code annotation (Pertea et al., 2016). In the most recent annotation, while the known transcripts retained the names of genes from the reference Araport11 annotation, the novel transcripts were named according to Stringtie's default naming convention (e.g. MSTRG.1090.1). Only transcripts having an expression of TPM ≥ 1 were retained for downstream analysis.

### Identification of differential gene expression and splicing

Differential expression and AS analyses were carried out using 3D RNA-seq App (Guo et al., 2021). The transcriptome assembly was used to quantify TPM using Salmon (version 0.14.1) for each sample (Patro et al., 2017). Low-expressed genes or transcripts were filtered out, and only those genes were retained that had an expression of 1 cpm (count per million ≥1) in at least two samples. Normalization of expressed transcripts was performed using the trimmed mean of *M*-values method, followed by pairwise analyses.

Differential gene expression analysis between two groups was performed using limma pipeline with thresholds of adjusted *P* < .01 and fold change log2FC >1. To identify the DAS genes between two contrast groups, adjusted *P* <.01 and at least one transcript of the gene with percent spliced-in ΔPS > 0.1 were used. AS sashimi plots across a gene were generated from RNA-seq data using ggsashimi (Garrido-Martin et al., 2018).

### Gene ontology analysis

Functional enrichment of genes that were differentially expressed or spliced in pairwise comparisons was determined using an updated version of g:Profiler (Raudvere et al., 2019), with thresholds of adjusted *P*-value <.001 and <.05, respectively (significance threshold method: g_SCS).

### Detection of AS events

Different types of AS events were identified using Suppa2 (Trincado et al., 2018). Major AS events were classified into intron retention (IR), exon skipping (ES), alternative 3' SS or alternative acceptor (A3SS/AA), and alternative 5′ SS or alternative donor (A5SS/AD). To identify isoform switching events, we used default parameters of the 3D RNA-seq App that uses the salmon output to detect significant isoform switches between conditions using the inbuilt IsokTSP tool (Sebestyén et al., 2015; Guo et al., 2021).

### RT-PCR validation

Independent samples of 500 FACS sorted SCs and VN, respectively, were used for RT-PCR validation. The sorted cells were subjected to the Smart-seq2 protocol as described above. cDNA libraries obtained from SCs and VN were then used as templates for PCR using gene-specific primers (Supplemental Table 9) with the following PCR conditions: 2 min at 95°C, followed by 37 cycles of 30 s at 95°C, 45 s at 56°C, and 1 min at 72°C, followed by 5 min at 72°C.

## Accession numbers

All fastq raw RNA-seq files for SCs and VN samples are deposited in the NCBI GEO database under accession number GSE201115.

## Supplemental data

The following materials are available in the online version of this article.

**Supplemental Figure S1**. Sequence logos of the exonic and the intronic boundaries of the 5´ and 3´ SSs.

**Supplemental Figure S2**. Differential expression analysis at gene and transcript level between sperm cell and egg cell.

**Supplemental Figure S3**. Overview of the isoforms predicted to have functional consequences in AT2G25910.

**Supplemental Figure S4**. Overview of the isoforms predicted to have functional consequences in AT4G00660.

**Supplemental Figure S5**. Overview of the isoforms predicted to have functional consequences in AT2G26540.

**Supplemental Figure S6**. Number of transcription factors (TFs) per family expressed in egg cell (EC).

**Supplemental Figure S7**. Visualization of predicted gene models on IGB for comparison between Araport11, AtRTD3 and this study for four representative genes: AT1G61140, AT1G75560, AT3G01330, and AT3G22360.

**Supplemental Figure S8**. Isoform level dynamics of AT4G36690 in sperm cells and vegetative nucleus.

**Supplemental Figure S9**. Isoform level dynamics of AT1G61140 in sperm cells and vegetative nucleus.

**Supplemental Figure S10**. Isoform level dynamics of AT3G01330 in sperm cells and vegetative nucleus.

**Supplemental Figure S11**. Isoform level dynamics of AT1G09140 in sperm cells and vegetative nucleus.

**Supplemental Figure S12**. Isoform level dynamics of AT3G58040 in sperm cells and vegetative nucleus.

**Supplemental Table S1**. Expression of genes in TPM level across 12 tissues.

**Supplemental Table S2**. Summary of datasets used for transcriptome assembly.

**Supplemental Table S3**. Quantification of genes undergoing alternative splicing in each cell type.

**Supplemental Table S4**. List of differentially expressed and spliced genes in the pairwise comparison between sperm cell and vegetative nucleus, and sperm cell and egg cell.

**Supplemental Table S5**. Gene Ontology (GO) analysis of differentially expressed and differentially spliced genes.

**Supplemental Table S6**. Alternative splicing events common to the three cell types.

**Supplemental Table S7**. List of isoform switch events of differentially alternatively spliced genes.

**Supplemental Table S8**. List of differentially expressed and spliced transcription factors and splicing factors.

**Supplemental Table S9**. List of primers used in this study.

## Supplementary Material

kiac574_Supplementary_Data Click here for additional data file.

# Supplementary material for: Cell-type-specific alternative splicing in the Arabidopsis germline
**Source:** Plant Physiol. 2022 Dec 14;192(1):85–101. doi: 10.1093/plphys/kiac574
**Supplement:** kiac574_Supplementary_Data

## **Supplemental Tables and Figures**

### **Supplemental Tables**

**Supplemental Table S2: Summary of datasets used for transcriptome assembly**

| <b>Tissue</b>      | <b>Total Reads</b> | <b>GEO Dataset</b> | <b>Reference</b>          |
|--------------------|--------------------|--------------------|---------------------------|
| Root Hair          | 162253780          | GSE85516           | (Huang et al., 2017)      |
| Root               | 129977077          | GSE122772          | (Tannenbaum et al., 2018) |
| Pollen             | 52181949           | PRJNA194429        | (Loraine et al., 2013)    |
| Meiocyte           | 217130775          | PRJNA342309        | (Walker et al., 2017)     |
| Egg cell           | 71896362           | PRJNA495335        | (Zhao et al., 2019)       |
| Embryo             | 86389699           | GSE121236          | (Hofmann et al., 2019)    |
| Leaf               | 77668303           | E-MTAB-7978        | (Mergner et al., 2020)    |
| Seedlings          | 85669601           | GSE109150          | (Birkenbihl et al., 2018) |
| Silique            | 36049005           | E-MTAB-7978        | (Mergner et al., 2020)    |
| Seed               | 41916346           | E-MTAB-7978        | (Mergner et al., 2020)    |
| Sperm cell         | 107395784          |                    | This Study                |
| Vegetative nucleus | 101586723          |                    | This Study                |
| <b>Total Reads</b> | 1170115404         |                    |                           |

**Supplemental Table S3: Quantification of genes undergoing alternative splicing in each cell type**

| <b>Splicing Summary</b>     | <b>Sperm cell</b> | <b>Vegetative nucleus</b> | <b>Egg cell</b> |
|-----------------------------|-------------------|---------------------------|-----------------|
| Single-exon genes           | 921               | 1226                      | 1613            |
| Multi-exon genes            | 5859              | 7041                      | 12041           |
| Multi-transcript genes      | 2359              | 3332                      | 6347            |
| Number of genes spliced (%) | 40.3              | 47.3                      | 52.7            |

**Supplemental Table S9: List of primers used in this study**

| <b>Primers</b> | <b>Sequence (5'→3')</b>   |
|----------------|---------------------------|
| AT1G61140_Fwd  | ACGCTTTATCGGATTCTAGATGAGA |
| AT1G61140_Rev  | TAAGCATCATCCCTGACACTAAAT  |
| AT4G36690_Fwd  | GCCCTAAATGGTATCAAGATGGG   |
| AT4G36690_Rev  | CAGGCTCCATAATCACCCCTG     |
| AT3G01330_Fwd  | AAGATGCGGAATCGCTTGG       |
| AT3G01330_Rev  | AACCTAACCTCTCTCTCATCCC    |
| AT1G09140_Fwd  | CCAGTGGCCAGTTTTTCATTT     |
| AT1G09140_Rev  | GTGTGAGTCGAAGCCCAGAT      |
| AT3G58040_Fwd  | GAATCCGAAGCAACGCATAATC    |
| AT3G58040_Rev  | CGCCTCGAAGTGTAACAGAAC     |

## Supplemental Figures

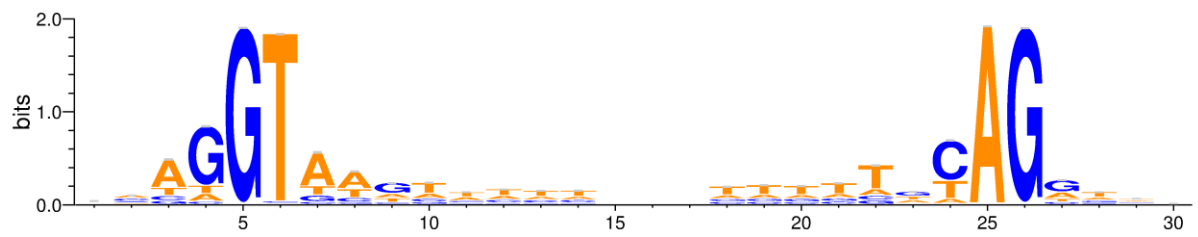

**Supplemental Figure S1. Sequence logos of the exonic and the intronic boundaries of the 5' and 3' splice sites; logos were created using WebLogo (Crooks et al., 2004).**

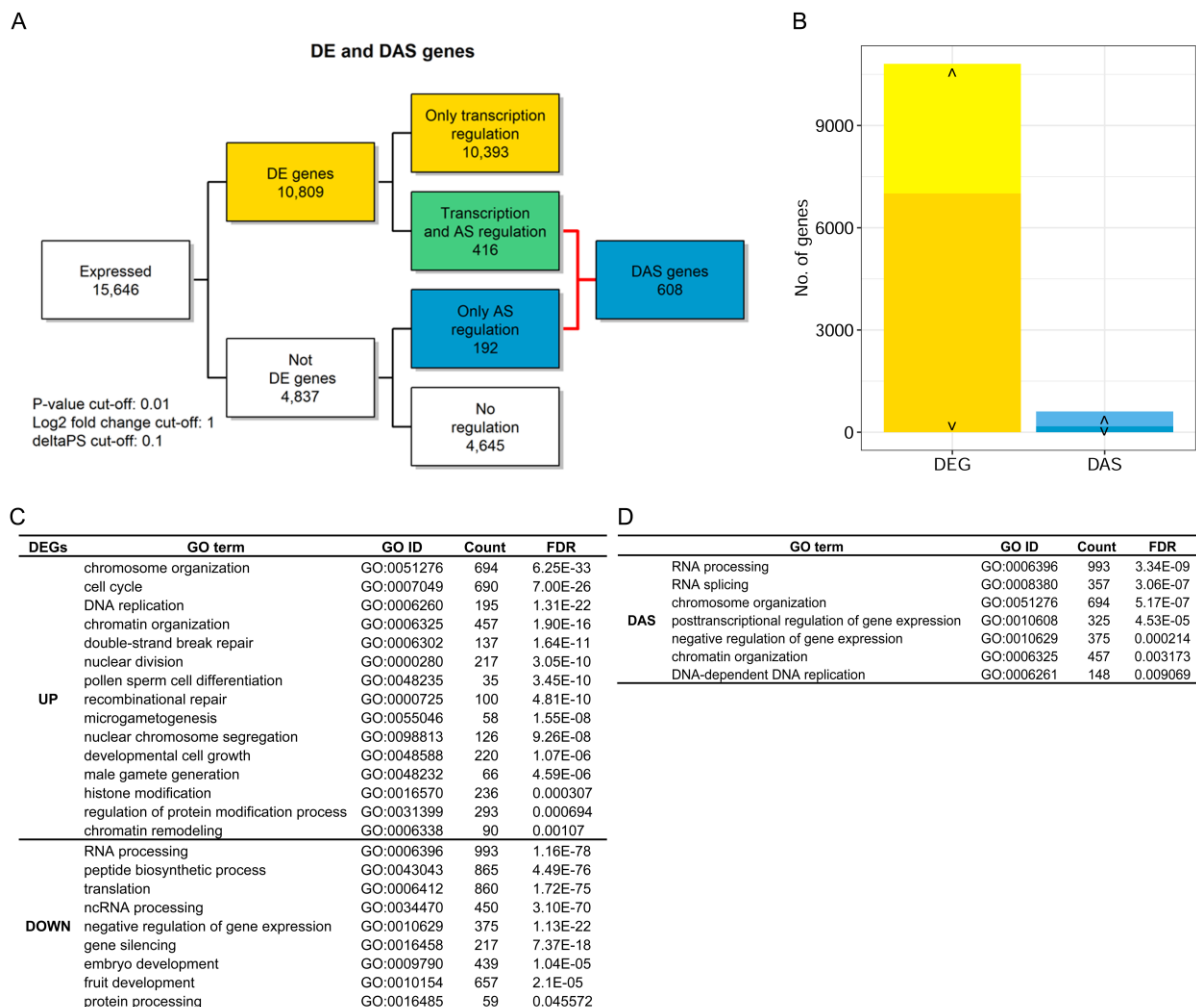

**Supplemental Figure S2: Differential expression analysis at gene and transcript level between sperm cell and egg cell.** **A)** Flowchart depicting analysis of gene expression and alternative splicing between sperm cells and egg cell. Numbers of differentially expressed (DE) genes and differentially alternatively spliced (DAS) genes in sperm cell vs vegetative nucleus comparison. **B)** Bar plots showing the number of genes that are differentially expressed (DEG) and differentially alternatively spliced (DAS), separated by upregulated ( $\wedge$ ) and downregulated ( $\nabla$ ). **C)** Functional enrichment of upregulated and downregulated differentially expressed genes between sperm and egg cell. **D)** Functional enrichment of differentially spliced genes between sperm and egg cell. For details see Supplemental Table S5.

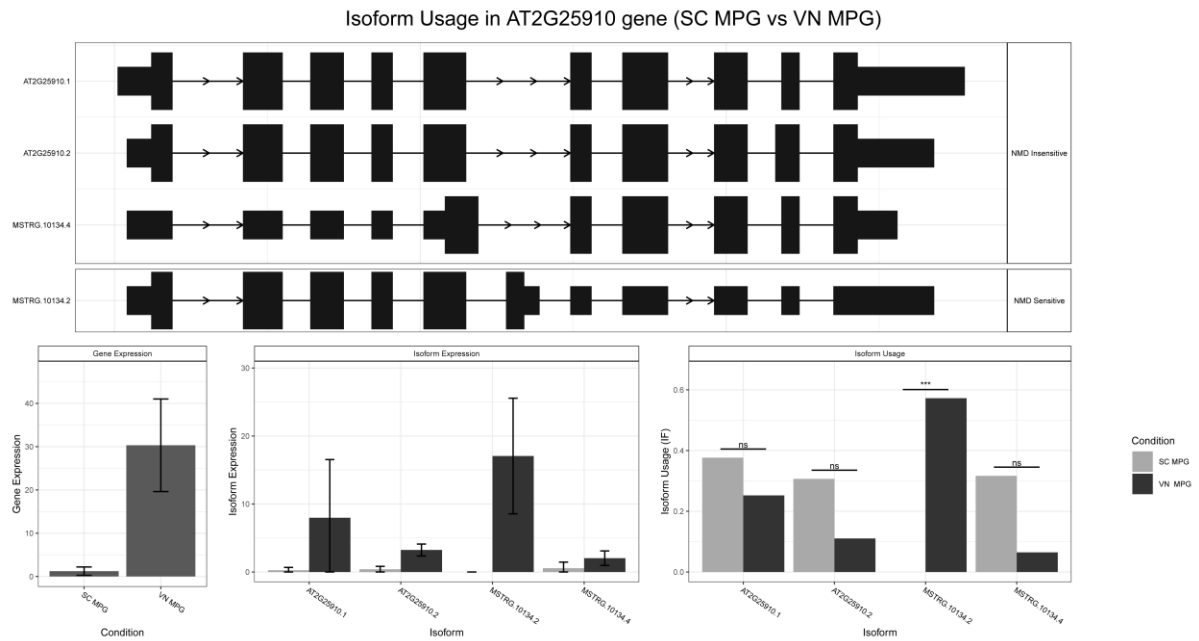

**Supplemental Figure S3: Overview of the number of isoforms predicted to have functional consequences in AT2G25910 analysed by IsoformSwitchAnalyzerR** (Vitting-Seerup and Sandelin, 2019). The upper panel shows the gene models and the potential consequences at RNA level (NMD). The lower panel shows the expression of isoform and their usage in sperm cell vs vegetative nuclei comparison. The error bar indicates the standard error (SE) across 3 biological replicates ( $n = 3$ ). SC sperm cell, VN vegetative nucleus, MPG mature pollen grain, NMD nonsense-mediated mRNA decay, ns non-significant.

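At the gene level, AT2G25910, which encodes a protein with a 3'-5' exonuclease domain (chromosome 2 of TAIR10.1, 11048946 to 11052075, 2 annotated transcripts), was at 37.8 ± 9.99 TPM (SD, n = 3) in VN and at 1.83, 0.481 and 0.666 TPM in SC replicates 1 to 3. The log2 fold change was -4.31 (standard error 0.36, limma adjusted p = 1.29e-05). Isoform usage, the share of each isoform in the total of the gene, was not analysed here.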

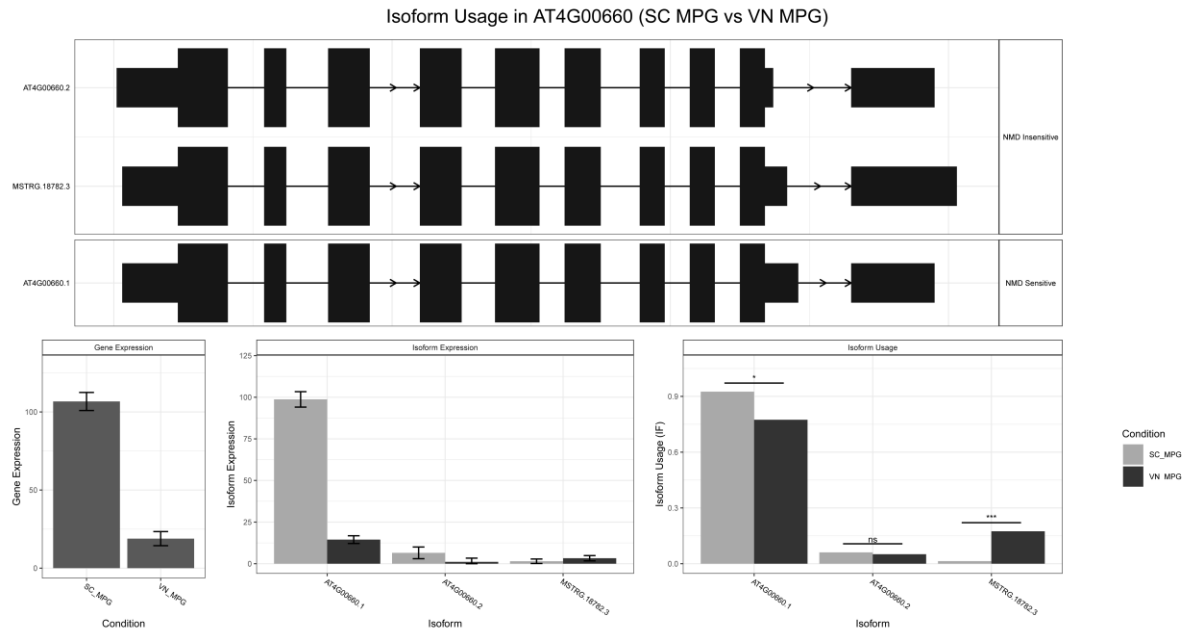

**Supplemental Figure S4: Overview of the number of isoforms predicted to have functional consequences in AT4G00660 analysed by IsoformSwitchAnalyzeR** (Vitting-Seerup and Sandelin, 2019). The upper panel shows the gene models and the potential consequences at RNA level (NMD). The lower panel shows the expression of isoform and their usage in sperm cell vs vegetative nuclei comparison. The error bar indicates the standard error (SE) across 3 biological replicates (n = 3). SC sperm cell, VN vegetative nucleus, MPG mature pollen grain, NMD nonsense-mediated mRNA decay, ns non-significant.

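AT4G00660 (RH8, an RNA helicase-like gene on chromosome 4, 274252 to 278737) was higher in SCs in its total over isoforms, with 84.7 ± 8.54 TPM against 24.2 ± 7.06 TPM in VN (SD, n = 3 each), a log2 fold change of 1.80 (limma adjusted p = 3.83e-04). It overlaps AT4G03705 by 214 bp and AT4G00670 by 422 bp, both on the opposite strand.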

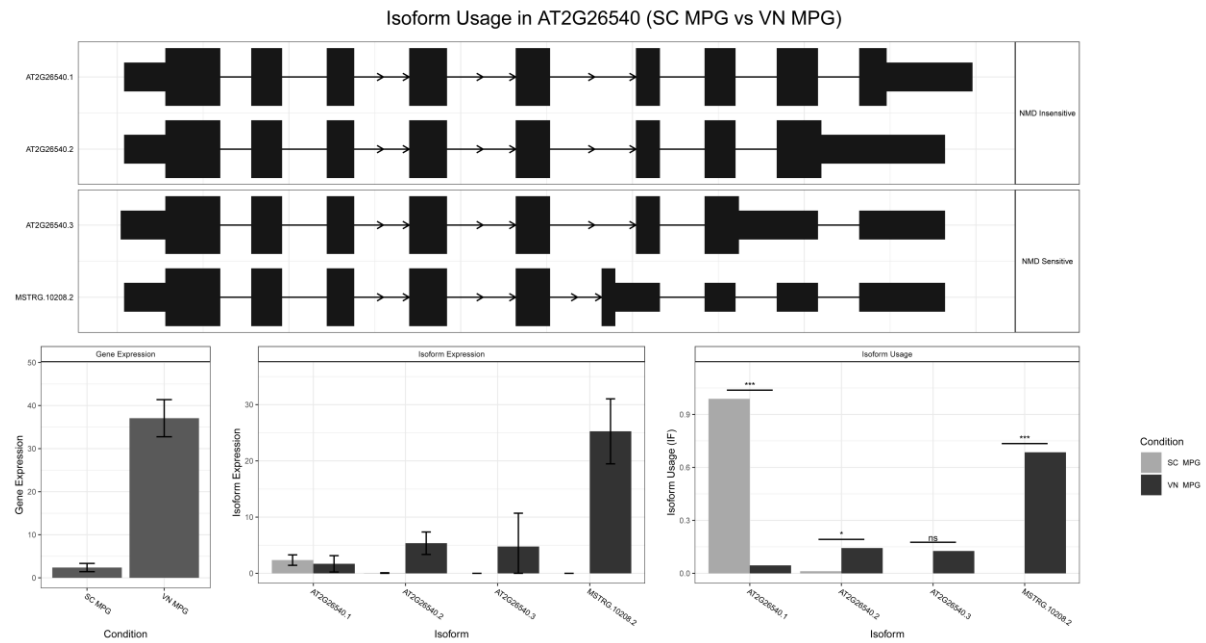

**Supplemental Figure S5:** Overview of the number of isoforms predicted to have functional consequences in AT2G26540 analysed by IsoformSwitchAnalyzeR (Vitting-Seerup and Sandelin, 2019). The upper panel shows the gene models and the potential consequences at RNA level (NMD). The lower panel shows the expression of isoform and their usage in sperm cell vs vegetative nuclei comparison. The error bar indicates the standard error (SE) across 3 biological replicates ( $n = 3$ ). SC sperm cell, VN vegetative nucleus, MPG mature pollen grain, NMD nonsense-mediated mRNA decay, ns non-significant.

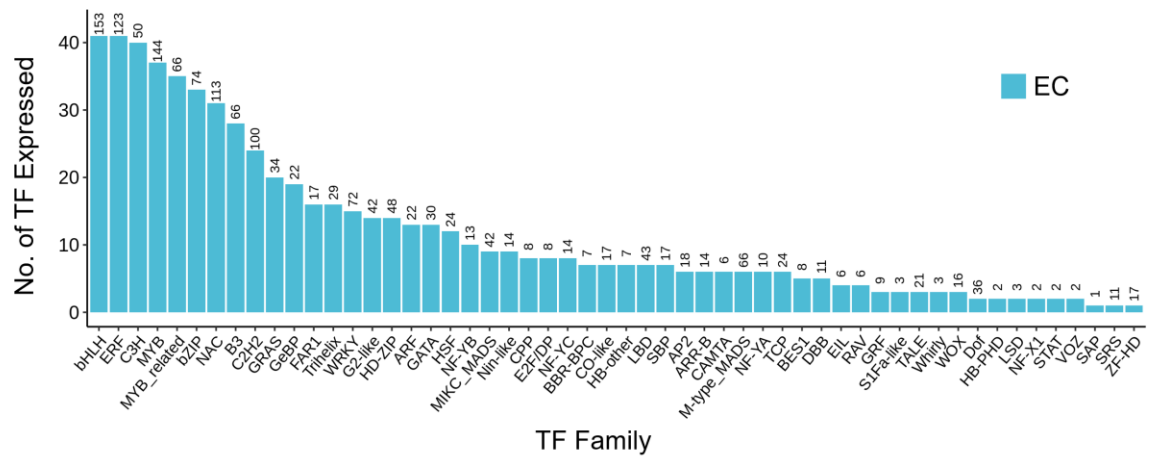

**Supplemental Figure S6: Number of transcription factors (TFs) per family expressed in egg cell (EC).**

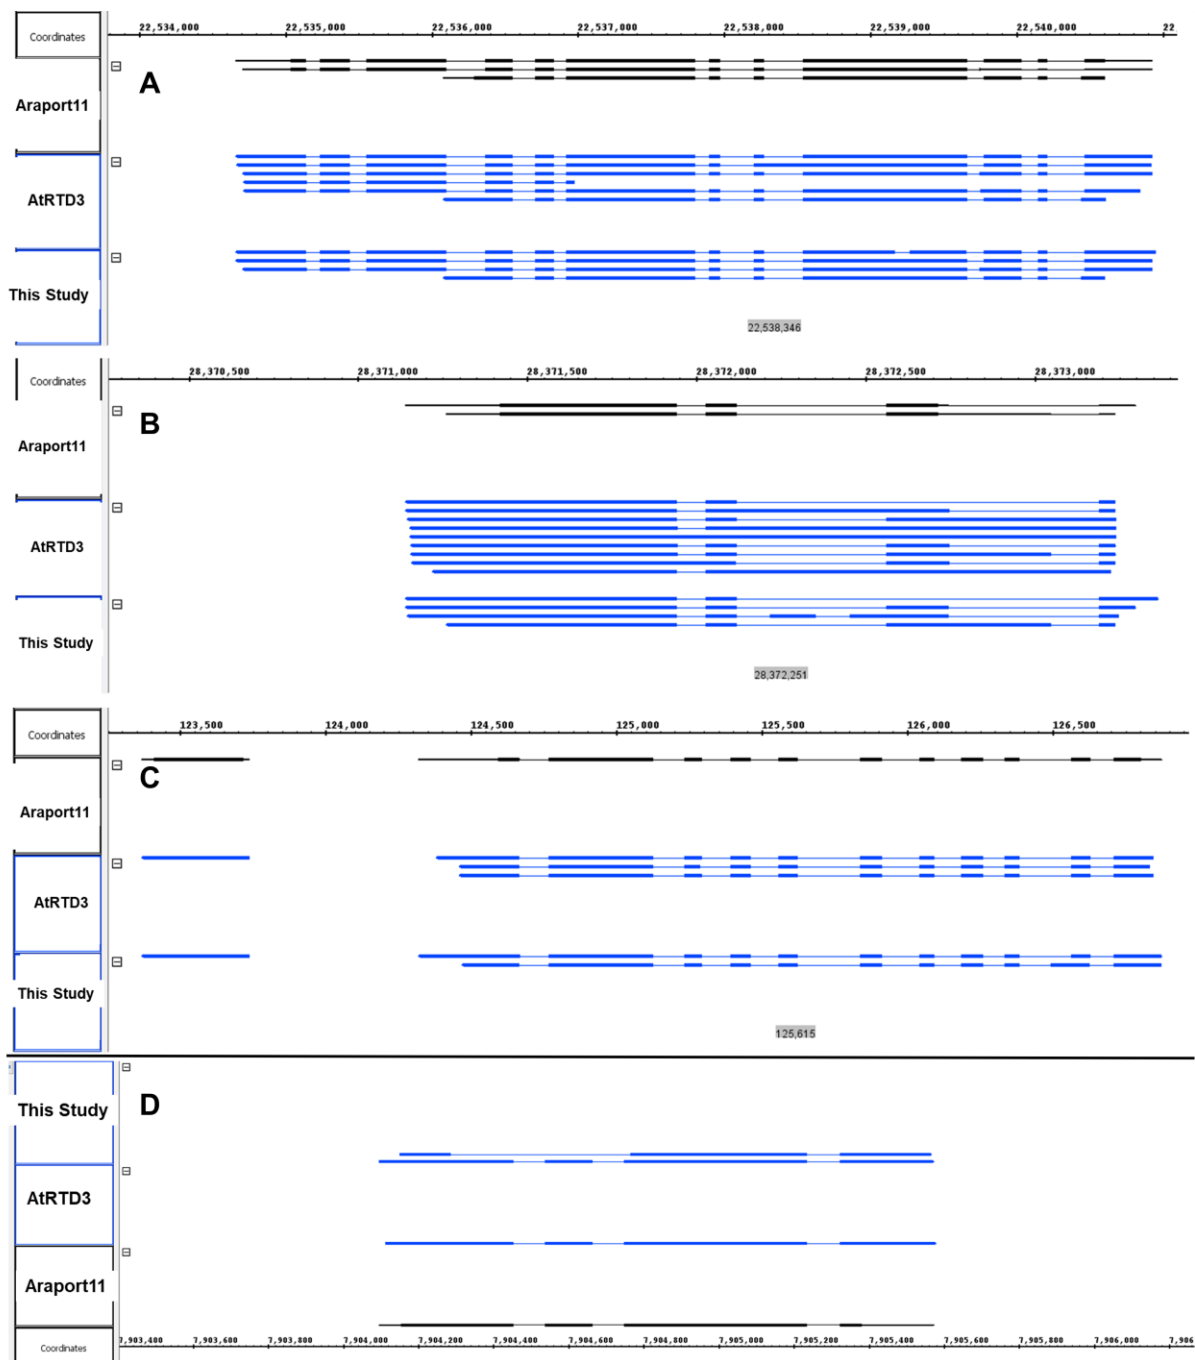

**Supplemental Figure S7: Visualization of predicted gene models on IGB (Freese et al., 2016) for comparison between Araport11, AtRTD3 and this study for four representative genes: AT1G61140 (A), AT1G75560 (B), AT3G01330 (C), AT3G22360 (D).**

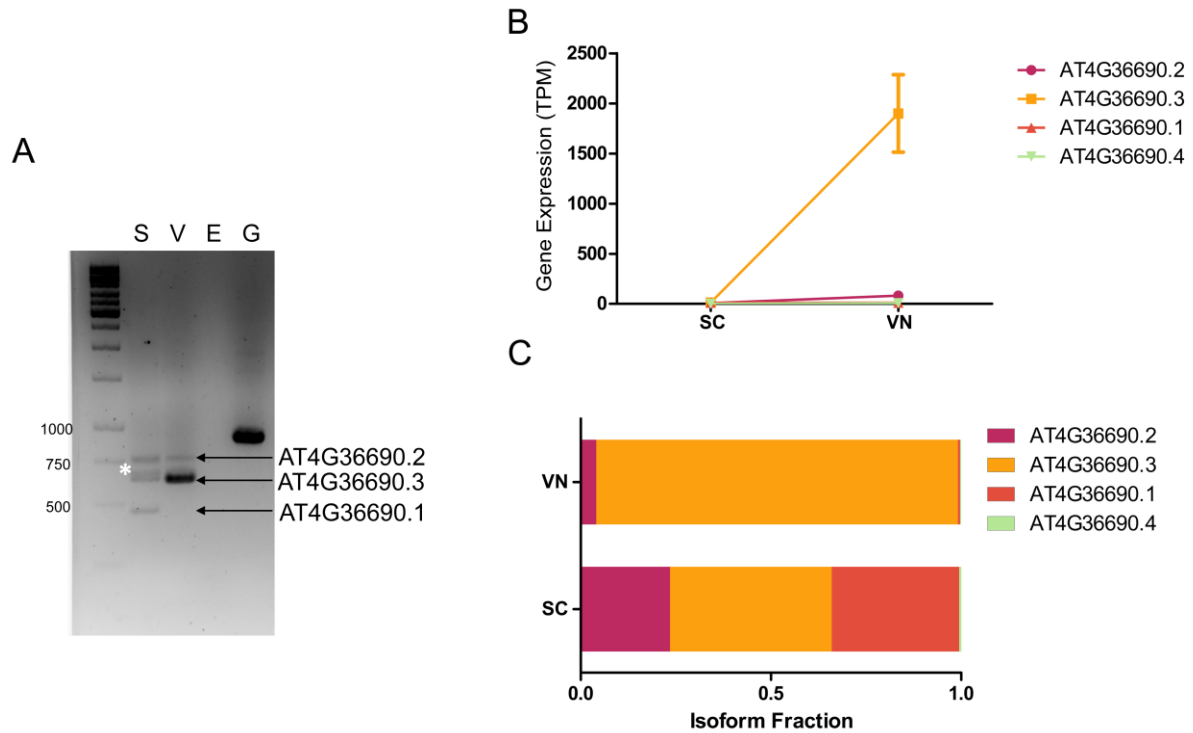

**Supplemental Figure S8: Isoform level dynamics of AT4G36690 in sperm cells and vegetative nucleus.** **A)** RT-PCR followed by gel electrophoresis confirmation of male germline specific spliced isoforms. Arrows indicate different isoforms that were identified by RT-PCR. Isoform AT4G36690.1 (467bp) appears in sperm while not in vegetative nucleus. AT4G36690.2 (740bp) appears in both sperm cell and vegetative nucleus, though with less intensity in vegetative nucleus. AT4G36690.3 (640bp) appears as a strong band in vegetative nucleus. AT4G36690.4 could not be resolved by RT-PCR, probably due to low expression. One additional unpredicted band (~650bp) marked with white asterisks was detected in the sperm cell sample and might represent an isoform not predicted by our RNA-seq pipeline or unspecific amplification, respectively. **B)** Expression level (TPM) of individual isoforms that are differentially expressed between sperm cells and vegetative nucleus. **C)** Changes in the isoform fraction of the corresponding gene shown in B. S sperm cell, V vegetative nucleus, E empty well, G genomic DNA, SC sperm cell, VN vegetative nucleus, TPM Transcripts per million. The error bar indicates standard deviation across 3 biological replicates ( $n = 3$ ).

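The bars of panel B split a gene total that differed strongly between the cell types. U2AF65A (AT4G36690) summed to 1998 ± 412 TPM in VN and 33.2 ± 3.86 TPM in SCs (SD, n = 3 each), a log2 fold change of -5.85 (standard error 0.21, limma adjusted p = 2.70e-07). The related gene U2AF65B (AT1G60900) went the other way, from 6.34 ± 1.59 TPM in VN to 23.4 ± 4.90 TPM in SCs (log2 fold change 1.74, adjusted p = 7.88e-04).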

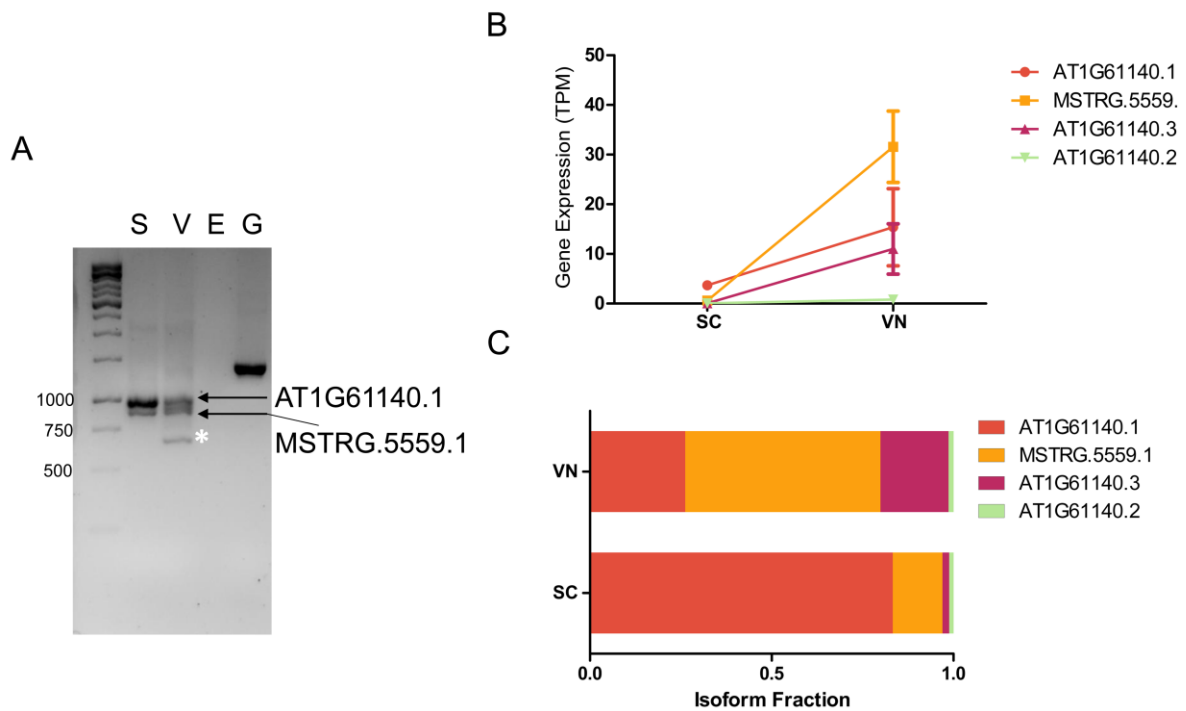

**Supplemental Figure S9: Isoform level dynamics of AT1G61140 in sperm cells and vegetative nucleus.** **A)** RT-PCR followed by gel electrophoresis confirmation of male germline specific spliced isoforms. Arrows indicate different isoforms that were identified by RT-PCR. AT1G61140.1 (977bp) is shown in both sperm cell and vegetative nucleus. MSTRG.5559.1 (877bp) showed expression in both sperm and vegetative nucleus. The unpredicted band (~650bp) indicated with a white asterisk was found in vegetative nucleus but could not be identified by our RNA-seq pipeline. We could not detect AT1G61140.3 (1004bp) probably due to similar size of AT1G61140.1. White asterisk indicates potential new transcripts not identified by our AS splicing pipeline. **B)** Expression level (TPM) of individual isoforms that are differentially expressed between sperm cells and vegetative nucleus. **C)** Changes in the isoform fraction of the corresponding gene show in B. S sperm cell, V vegetative nucleus, E empty well, G genomic DNA, SC sperm cell, VN vegetative nucleus, TPM Transcripts per million. The error bar indicates standard deviation across 3 biological replicates ( $n = 3$ ).

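Over all its isoforms, AT1G61140, an SNF2 domain gene with 3 annotated transcripts (chromosome 1, 22534663 to 22540933), reached 58.8 ± 18.7 TPM in VN and 4.40 ± 0.952 TPM in SCs (SD, n = 3 each), so that the isoform fractions in SCs rest on a total 13.3-fold lower. Its log2 fold change was -3.43 (standard error 0.32, limma adjusted p = 2.39e-05).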

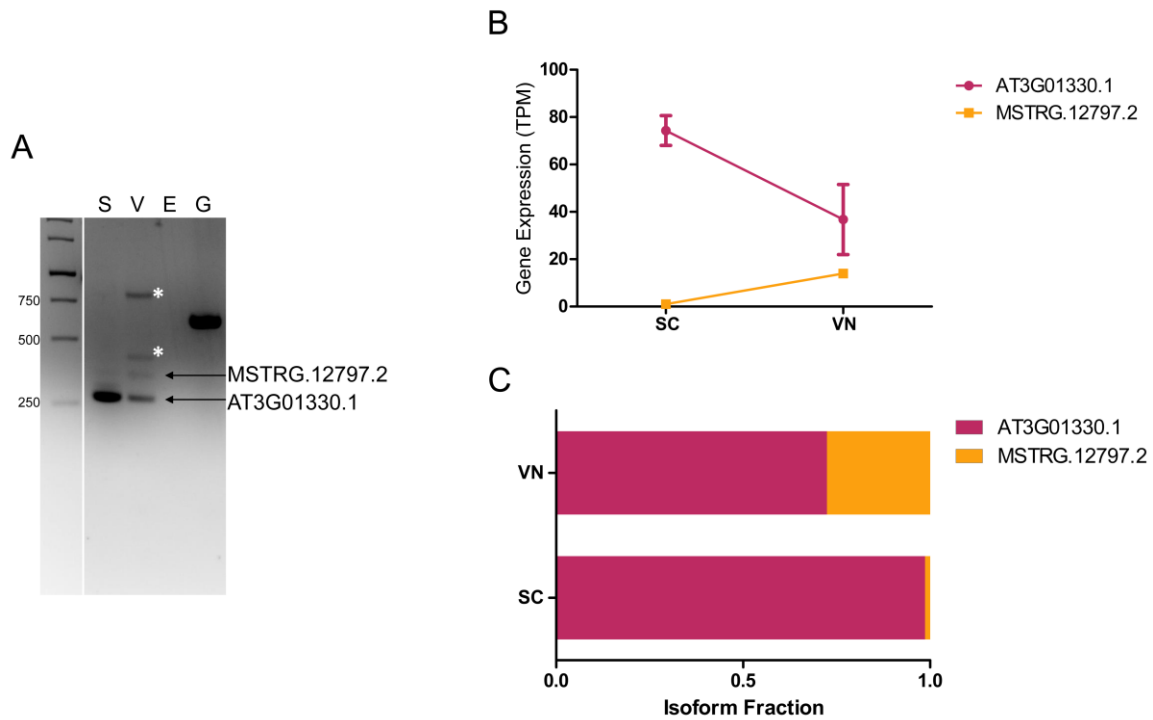

**Supplemental Figure S10: Isoform level dynamics of AT3G01330 in sperm cells and vegetative nucleus.** **A)** RT-PCR followed by gel electrophoresis confirmation of male germline specific spliced isoforms. Arrows indicate different isoforms that were identified by RT-PCR. AT3G01330.1 (287bp) was found to be expressed in sperm and vegetative nucleus, while an additional predicted band indicating isoform MSTRG.12797.2 (366bp) was found to be expressed in vegetative nucleus. Two additional unpredicted bands (~480bp and 900bp) marked with white asterisks were detected in the vegetative nucleus sample and might represent an isoform not predicted by our RNA-seq pipeline or unspecific amplification, respectively. **B)** Expression level (TPM) of individual isoforms that are differentially expressed between sperm cells and vegetative nucleus. **C)** Changes in the isoform fraction of the corresponding gene show in B. S sperm cell, V vegetative nucleus, E empty well, G genomic DNA, SC sperm cell, VN vegetative nucleus, TPM Transcripts per million. The error bar indicates standard deviation across 3 biological replicates ( $n = 3$ ).

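DEL3 (AT3G01330, an E2F-like gene with 1 annotated transcript) had a gene total of 75.3 ± 5.67 TPM in SCs and 50.7 ± 14.3 TPM in VN (SD, n = 3 each). Every SC library lay above every VN library. The log2 fold change of 0.60 (standard error 0.26, limma adjusted p = 0.0630) was not called, but was with quantile normalization (1.32) and after centring (1.12).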

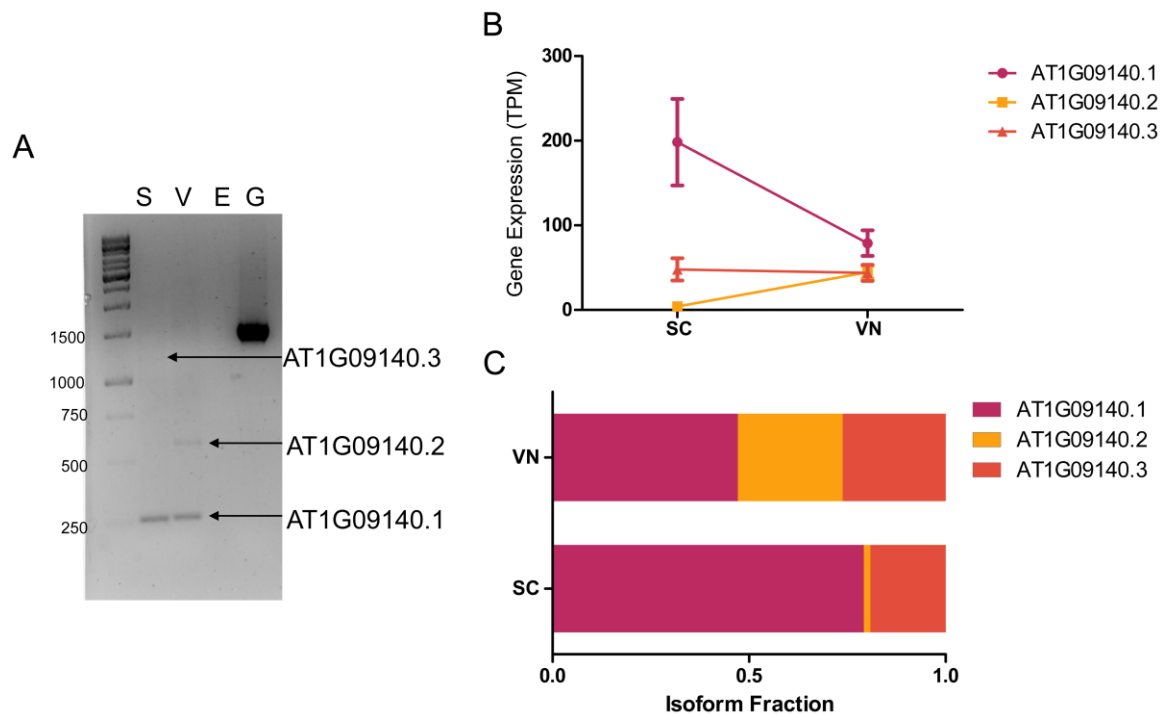

**Supplemental Figure S11: Isoform level dynamics of AT1G09140 in sperm cells and vegetative nucleus.** **A)** RT-PCR followed by gel electrophoresis confirmation of male germline specific spliced isoforms. Arrows indicate different isoforms that were identified by RT-PCR. AT1G09140.2 (601bp) was identified and found to be expressed in vegetative nucleus. Isoform AT1G09140.1 (262bp) was found to be expressed in both sperm cell and vegetative nucleus. We could not detect AT1G09140.3 (1204bp) in vegetative nucleus but it was faintly detected in sperm cell. **B)** Expression level (TPM) of individual isoforms that are differentially expressed between sperm cells and vegetative nucleus. **C)** Changes in the isoform fraction of the corresponding gene show in B. S sperm cell, V vegetative nucleus, E empty well, G genomic DNA, SC sperm cell, VN vegetative nucleus, TPM Transcripts per million. The error bar indicates standard deviation across 3 biological replicates ( $n = 3$ ).

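SR30 (AT1G09140, chromosome 1, 2942538 to 2945976, 3 annotated transcripts) summed to 250.5 ± 41.8 TPM in SCs and 168 ± 7.06 TPM in VN (SD, n = 3 each). Every SC library lay above every VN library, but the log2 fold change of 0.56 (standard error 0.18, limma adjusted p = 0.0199) was called only with quantile normalization (1.55) and after centring (1.08).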

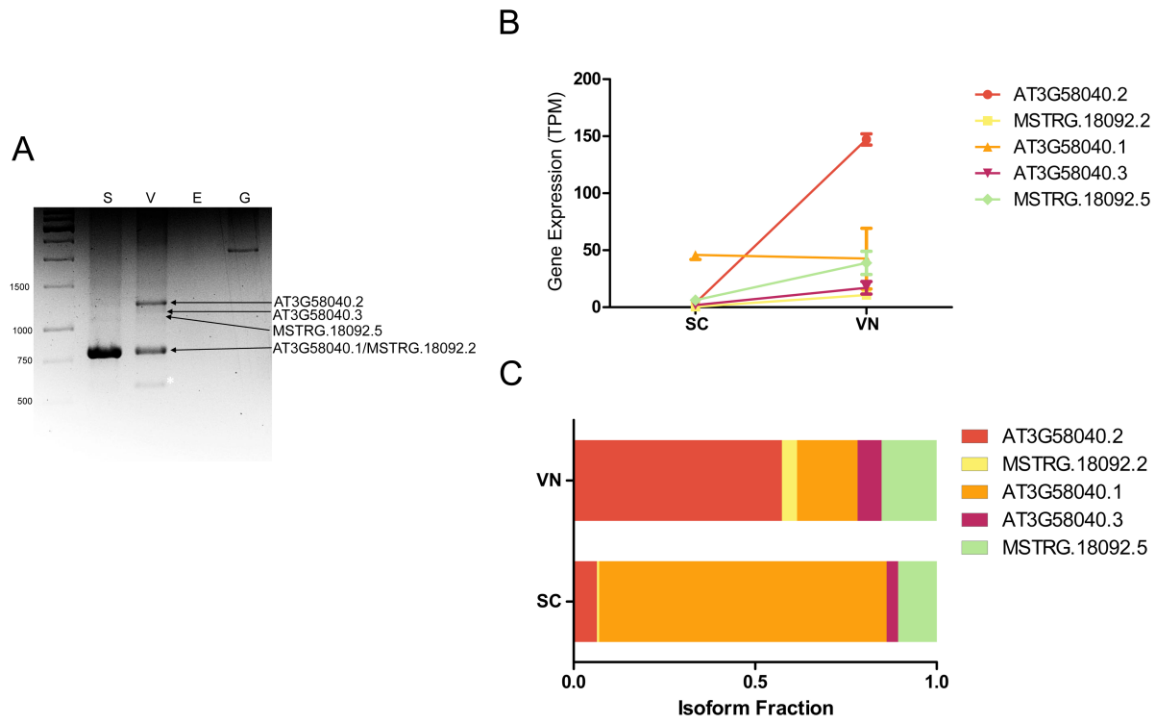

**Supplemental Figure S12: Isoform level dynamics of AT3G58040 in sperm cells and vegetative nucleus.** **A)** RT-PCR followed by gel electrophoresis confirmation of male germline specific spliced isoforms. Arrows indicate different isoforms that were identified by RT-PCR. AT3G58040.2 (1259bp) was identified and found to be expressed in vegetative nucleus. Isoform AT3G58040.3 (~1188bp) and MSTRG.18092.5 (~1180bp) was found to be faintly expressed in vegetative nucleus. Isoform AT3G58040.1 (~793bp) was found to be highly expressed sperm cells and in vegetative nucleus. Isoform MSTRG.18092.2 (~810bp) seems to be overlapped with the bands of isoform AT3G58040.1. One additional unpredicted band (~600bp) marked with white asterisk was detected faintly in the sperm cell and relatively higher expressed in the vegetative nucleus sample and might represent an isoform not predicted by our RNA-seq pipeline or unspecific amplification, respectively. **B)** Expression level (TPM) of individual isoforms that are differentially expressed between sperm cells and vegetative nucleus. **C)** Changes in the isoform fraction of the corresponding gene show in B. S sperm cell, V vegetative nucleus, E empty well, G genomic DNA, SC sperm cell, VN vegetative nucleus, TPM Transcripts per million. The error bar indicates standard deviation across 3 biological replicates ( $n = 3$ ).

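The gene total behind these isoforms was higher in VN. AT3G58040, on chromosome 3 (21488433 to 21491518) with 3 annotated transcripts, was at 257 ± 7.78 TPM in VN and 58.0 ± 2.84 TPM in SCs (SD, n = 3 each), with a log2 fold change of -2.13 (standard error 0.17, limma adjusted p = 8.70e-06) that ranged only from -2.17 to -2.10 as each library was left out.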

## References

- Birkenbihl RP, Kracher B, Ross A, Kramer K, Finkemeier I, Somssich IE** (2018) Principles and characteristics of the Arabidopsis WRKY regulatory network during early MAMP-triggered immunity. *Plant J* **96**: 487–502
- Crooks GE, Hon G, Chandonia J-M, Brenner SE** (2004) WebLogo: a sequence logo generator. *Genome Res* **14**: 1188–1190
- Freese NH, Norris DC, Loraine AE** (2016) Integrated genome browser: visual analytics platform for genomics. *Bioinformatics* **32**: 2089–2095
- Hofmann F, Schon MA, Nodine MD** (2019) The embryonic transcriptome of Arabidopsis thaliana. *Plant Reprod* **32**: 77–91
- Huang L, Shi X, Wang W, Ryu KH, Schiefelbein J** (2017) Diversification of Root Hair Development Genes in Vascular Plants. *Plant Physiol* **174**: 1697–1712
- Loraine AE, McCormick S, Estrada A, Patel K, Qin P** (2013) RNA-seq of Arabidopsis pollen uncovers novel transcription and alternative splicing. *Plant Physiol* **162**: 1092–1109
- Mergner J, Frejno M, List M, Papacek M, Chen X, Chaudhary A, Samaras P, Richter S, Shikata H, Messerer M, et al** (2020) Mass-spectrometry-based draft of the Arabidopsis proteome. *Nature* **579**: 409–414
- Tannenbaum M, Sarusi-Portuguez A, Krispil R, Schwartz M, Loza O, Benichou JIC, Mosquna A, Hakim O** (2018) Regulatory chromatin landscape in Arabidopsis thaliana roots uncovered by coupling INTACT and ATAC-seq. *Plant Methods* **14**: 113
- Vitting-Seerup K, Sandelin A** (2019) IsoformSwitchAnalyzeR: analysis of changes in genome-wide patterns of alternative splicing and its functional consequences. *Bioinformatics* **35**: 4469–4471
- Walker J, Gao H, Zhang J, Aldridge B, Vickers M, Higgins JD, Feng X** (2017) Sexual-lineage-specific DNA methylation regulates meiosis in Arabidopsis. *Nat Genet.* doi: 10.1038/s41588-017-0008-5
- Zhao P, Zhou X, Shen K, Liu Z, Cheng T, Liu D, Cheng Y, Peng X, Sun M-X** (2019) Two-Step Maternal-to-Zygotic Transition with Two-Phase Parental Genome Contributions. *Dev Cell* **49**: 882–893.e5

How the deposited data were processed for this re-analysis (not part of the article)

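RNA from sperm cells (SCs) and vegetative nuclei (VN) of mature Arabidopsis pollen was sequenced by the authors in 3 libraries per cell type, each from 500 sorted cells or nuclei and prepared with Smart-seq2. The authors deposited one table of TPM (transcripts per 1000000) values per gene and library, which they made by mapping the reads to TAIR10 with Hisat2, assembling transcripts with StringTie, merging them with Araport11 and estimating abundance on that assembly with Salmon. The methods do not describe how transcripts were summed into genes. Each of the 6 libraries sums to 1000000 over 27655 genes, and no further scaling was found in the values. Read counts per library are not part of the table, so the depth per library is unknown and no counting error is given. The numbers of genes above 0 TPM per library are given in its place. Smart-seq2 copies of a molecule cannot be told from independent molecules in these values.

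The comparisons planned before the data were examined also covered transcripts, splicing events, percent spliced in, differentially alternatively spliced (DAS) genes and isoform switches. They need values per transcript and were not run, because the values are per gene. Egg cell, rice, maize and microarray data were not analysed here either. Gene ontology enrichment was replaced by sets of genes chosen by words in the descriptions that the authors' table holds. The words were chosen after the table had been opened, for the 5 functions that the paper names for the genes higher in either cell type.

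Genes with a TPM of at least 1 in at least 2 of the 6 libraries were tested for a difference between the cell types with limma 3.58.1 in R 4.3.3, by a linear model on log2(TPM + 1) with empirical Bayes moderation and a mean-variance trend. A gene was called differentially expressed (DE) at a Benjamini-Hochberg adjusted p under 0.01 and a log2 fold change over 1 in size, as in the paper. The paper's methods name normalization by the trimmed mean of M-values before its comparisons, which works on read counts and was not run here. All adjusted p values of single genes are from this two-sided test. Numbers of genes and shares of TPM per library were compared with exact permutation tests (two-sided), which cannot go below 0.1 with 3 libraries against 3. Description sets were compared with Fisher's exact test (two-sided) against all other tested genes, with Benjamini-Hochberg adjustment over 10 tests. Genes with an average of at least 1 TPM were counted as expressed, as in the paper. Correlations between libraries were computed across genes, and libraries were clustered with complete linkage on Euclidean distances. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

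The procedure was tested on simulated data with 200 changed genes among 14996 tested. All 200 were called, 1 unchanged gene was called, and the median error of the log2 fold change was 0.106. The changed genes were all above 10 TPM with large changes, and no shift of scale between the groups was simulated. The test therefore does not cover weakly expressed genes, small changes, or data in which most genes change. A share of 3% of RNA from the other cell type was simulated for 5000 genes and recovered as 3% over the 200 most abundant. Those genes were simulated as nearly absent from the other cell type, so this checks the calculation only. It does not show that such a share can be told from low expression.

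Coordinates are those of the TAIR10.1 annotation. The build was checked by reading the bases at the introns of the splicing events in Supplemental Table S6. The copy of that table used here holds 881 of 884 events, and in Supplemental Table S4 the list of DAS genes holds 467 of 468 genes and the list of DE genes the first 1999 of 6906. None was used for a test of overlap or enrichment. The lists of transcription factors and splicing factors in Supplemental Table S8 were selected by the study on these libraries.

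The genes named are those that the paper names in its text or shows in Figures 6 to 9 and Supplemental Figures S3 to S5 and S7 to S12, the genes of Supplemental Table S7, those of 4 marker lists, and the 5 genes with the largest rise and the 5 with the largest fall in SCs among DE genes whose libraries were separated. This rule was set before the data were examined. Genes outside it are said to have been chosen after their values were seen. The marker lists, set at the same time, hold 10 genes of sperm cells, 16 of the vegetative cell, 8 of green tissue and 5 of the tapetum.

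The alternatives set before the data were examined were a pseudocount of 0.1, no filter and a stricter filter (a TPM of at least 1 in at least 3 libraries), quantile normalization, centring of each library on its median, the replicate number as a block, limma without the trend, each library left out in turn, and other criteria for an expressed gene. Added after seeing the data were the removal of the 10 highest genes of each library, the subtraction of a low share of the other cell type's RNA, centring for single genes and both scalings for the lists and description sets, for which leaving out each library was also added later.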

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

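Both tests below were chosen only after the result was seen.

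RBCS3B (AT5G38410), which encodes a small subunit of Rubisco and stood on the list of green tissue genes, had a mean of 407 TPM in SCs and 3.87 TPM in VN. It was looked at again because this is a signal in a gene that the paper does not discuss, above the level of the other cell type. The SC libraries were at 515, 368 and 339 TPM and the VN libraries at 4.70, 4.52 and 2.40 TPM in replicates 1 to 3. No library of unrelated tissue was there to serve as a control.

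RNA from green tissue would bring the other abundant genes of that tissue along. Of the 7 other genes on the list, the highest mean in SCs was 0.186 TPM, that of PSBO1, which argues against leaf RNA as the source. Reads of the neighbouring genes of the family would need those genes to be abundant, or too little of the sequence to be its own. RBCS-2B (AT5G38420) had a mean of 3.15 TPM and RBCS-1B (AT5G38430) one of 0.182 TPM in SCs. Of the 1431 words of 31 bases in the 3 annotated RBCS3B transcripts taken together, 79.3% occur in none of RBCS1A, RBCS-1B and RBCS-2B. The low values of the copies come from the same assignment of reads, so they cannot exclude a wrong assignment. Much of the sequence could tell the genes apart, but where the reads lie is not known from values per gene. Assignment from these copies therefore stays open. Expression of RBCS3B in SCs stays open as a hypothesis that was found and looked at in the same libraries. Reads from an unannotated transcript at the locus, or from a part of the genome outside this family, were not tested.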

How the results depend on the processing

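The alternatives for the description sets, both scalings for the lists, centring for single genes, and the removal of the most abundant genes or of a low share of the other cell type's RNA were chosen after seeing the data, and the others before the data were examined.

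The number of DE genes was 7105 and stayed between 5845 (no filter) and 7411 (without VN replicate 2) under all alternatives for it, and from 6101 to 7411 across the 6 fits that each left out one library. Under none of these alternatives did a gene called both there and among the 7105 change its sign. More of the DE genes were higher in VN except after quantile normalization (3774 higher in SCs and 3577 in VN) and after centring (3894 and 3345). The median log2 fold change of the tested genes was -0.55, and it was -0.13 and -0.032 after these scalings. It also differed where other genes were tested, at -0.35 with the stricter filter and -0.08 without the filter. Without a library it ranged from -0.77 (SC replicate 1) to -0.10 (VN replicate 1).

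The number of expressed genes in VN moved to 6041 when 1 TPM was required in every replicate, that of genes expressed in VN and not in SCs moved to 2620, and the number in VN minus that in SCs reversed to -143. By construction this criterion drops every gene that a single library lists at a low value, and 64.9% of the genes expressed in VN met it. Under the other criteria and with each library left out, the difference stayed above 0, from 865 genes with the 10 highest genes of each library removed to 2528 at an average of 0.5 TPM.

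Of the 92 named genes tested, 78 kept their direction and their side of the thresholds wherever they were tested. The fits were those with the pseudocount of 0.1, both scalings, the replicate block and the 6 without a library. RGGC (AT5G47210), counted as kept, reached 1 TPM only in SC replicate 1 and VN replicate 1. It was not tested without either of these libraries. The log2 fold change of AT4G32440 reversed to 0.78 after quantile normalization and to 0.40 after centring, and that of LOS1 (AT1G56070) reversed to -0.20 with a pseudocount of 0.1. With each library left out, the log2 fold change ranged from -0.12 to 0.32 for IWS1 (AT1G32130), below 0 without VN replicate 3. The range was -0.11 to 0.39 for LOS1, below 0 without VN replicate 1, and -0.091 to 0.67 for SR45 (AT1G16610), below 0 without VN replicate 2. For AGL94 (AT1G69540) it was -0.23 to 0.74, with -0.08 without SC replicate 3 and -0.23 without VN replicate 2. None of these 5 genes was called in any of these fits. PILS6 (AT5G01990), DEL3 (AT3G01330) and SR30 (AT1G09140) passed the thresholds after quantile normalization and after centring. With a pseudocount of 0.1, AAC1 and DAZ1 no longer did. Of the alternatives for the number of DE genes, no filter removed the calls of AAC1, AT3G24740, AT3G22360 and DAZ1, and limma without the trend those of AAC1 and AT3G24740. In the fits without a library, 5 genes lost their call at least once (AAC1, AT3G24740, AT3G22360, RPS9B and DAZ1), and RPS5B gained one without VN replicate 2, at -1.23. The cause of these changes was not tested.

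Among the 6 transcription factors and 11 splicing factors listed as differentially spliced and not as DE, the number called moved from 1 to 2 without VN replicate 2 and from 3 to 5 without VN replicate 3, and of the 11 it was 2 without each SC replicate and after either scaling. Of the 6, 0 were called after either scaling, and 3 had an unadjusted p under 0.05. The other values, which are the counts of DE genes, expressed genes and listed genes and the shares of the description sets, stayed within 1.5 times their value or on their side of 0.05.

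With the replicate number as a replicate block, 6927 genes were called. The values gave no sign that the numbers pair the libraries. Deviations from the mean of the cell type had correlations across genes of -0.035 to 0.0085 between SC and VN libraries of the same number, against -0.037 to 0.051 between those of different numbers. This cannot exclude that libraries of one number were sorted together, since noise of single libraries may hide it.

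The alternatives for transcripts, DAS genes, percent spliced in and isoforms were not run, since the values are per gene. The depth per library is unknown, so no limit is given for a gene listed at 0. VN replicate 2 lists 229 of 344 ribosomal genes at 0, which limits statements on genes under 10 TPM in VN.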

Differences from the paper's values

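The comparisons over the lists of DAS and DE genes and the alternative of centring for single genes were chosen only after the values were seen.

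For 24 of the named genes, the list of DAS genes in Supplemental Table S4 gives a log2 fold change of SC against VN, and for 22 of them it differs from the value computed here by more than the standard error. The paper's log2 fold change and the value computed here with limma on log2(TPM + 1) were 0.95 against 0.15 for IWS1 (AT1G32130), 1.54 against 0.77 for PILS6 (AT5G01990), 0.70 against -0.12 for AT4G32440, 2.11 against 1.29 for AT2G32295, 2.02 against 1.32 for AAC1 (AT3G08580), 1.89 against 1.06 for AT3G24740, 2.66 against 1.80 for RH8 (AT4G00660), 1.45 against 0.60 for DEL3 (AT3G01330), 0.93 against 0.12 for AT4G08180 and 4.22 against 3.40 for AT2G21300 among genes that the paper gives as higher in SCs. Among those it gives as higher in VN, the paper's value and the value here were -2.99 against -3.80 for REN1 (AT4G24580), -2.81 against -3.43 for AT1G61140, -1.20 against -2.08 for AT1G75560, -5.06 against -5.85 for U2AF65A (AT4G36690), -1.37 against -2.13 for AT3G58040, -5.71 against -6.54 for AT3G01050, -3.55 against -4.43 for AT5G54940, -2.98 against -3.68 for BPC2 (AT1G14685) and -5.72 against -6.35 for AT5G47620. For these 19 genes, quantile normalization brought the value within the standard error of the paper's, and none of the other alternatives set before the data were examined did.

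The paper's log2 fold change was 1.35 for SR30 (AT1G09140) and 1.195 for SR45 (AT1G16610), against 0.56 and 0.27 here, and none of the alternatives set before the data were examined closed the gap. For DAZ1 (AT2G17180) the paper's value was 5.72 against 4.43 here. It was within the standard error with a pseudocount of 0.1 (5.13) and without VN replicate 3 (5.51), and not under the other alternatives set before the data were examined. Centring each library on its median, chosen for single genes after seeing the values, closed the gap for 7 of the 22 genes, DAZ1 among them. Over the list of DAS genes, 467 of 468 in the copy used here and 466 of them tested, the median of the paper's value minus the value here was 0.78, with an interquartile range of 0.14. It was 0.26 after centring and 0.07 after quantile normalization, and the Pearson correlation across genes was 0.993. The sign was opposite to the paper's for 49 of the 466 genes, for 15 after centring and for 14 after quantile normalization.

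The list of DE genes in Supplemental Table S4 is ordered from the highest log2 fold change, and the copy used here holds the first 1999 of the paper's 6906. It gives values for 24 other named genes, all higher in SCs, and 23 of them differ from the value here by more than the standard error. The paper's value and the value here were 6.48 against 5.76 for EIN3 (AT3G20770), 6.33 against 5.46 for EIL1 (AT2G27050), 6.78 against 5.65 for GT-1 (AT1G13450), 6.48 against 5.83 for AT4G35610, 6.403 against 5.62 for AT1G11510, 6.02 against 5.25 for AT1G20220, 6.19 against 5.40 for RBP45B (AT1G11650), 6.77 against 5.98 for PAB6 (AT3G16380), 6.53 against 5.58 for RPS10B (AT5G41520) and 6.69 against 6.03 for MGH3 (AT1G19890). For these 10 genes quantile normalization brought the value within the standard error. So did leaving out VN replicate 3 for MGH3 (6.55) and AT4G35610 (6.28) and leaving out SC replicate 2 for AT4G35610 (6.02), and no other alternative set before the data were examined did. The paper's value and the value here were 8.44 against 6.66 for NF-YB8 (AT2G37060), 7.88 against 5.41 for HAP2 (AT4G11720), 9.16 against 7.44 for AT3G48660 and 9.36 against 6.89 for ASK5 (AT3G60020), and of these alternatives only the pseudocount of 0.1 closed the gap. They were 8.09 against 5.75 for DUO1 (AT3G60460), 6.41 against 5.70 for DAZ3 (AT4G35700), 6.96 against 5.68 for BPC3 (AT1G68120), 8.29 against 6.10 for GEX2 (AT5G49150), 6.67 against 5.88 for PCR11 (AT1G68610), 7.60 against 6.403 for RBCS3B (AT5G38410), 11.1 against 7.32 for AT2G01920 and 9.22 against 7.26 for AT5G63040, and none of these alternatives closed the gap. AT1G71350 is listed at 0 in all 3 VN libraries, so that its value of 7.21 here is set by the constant added to the TPM (10.5 with a pseudocount of 0.1) and is no measure to hold against the paper's 14.3. Centring, chosen for single genes after seeing the values, closed the gap for 7 of the 23 genes, DAZ3 among them. Over the 1961 of the 1999 genes that were tested, the median of the paper's value minus the value here was 4.49, with an interquartile range of 2.39, and none had the opposite sign here.

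Figure 3B shows more genes up than down in SCs, about 3700 and about 3300 read by eye, where 3204 were higher in SCs and 3901 in VN here. Quantile normalization (3774 and 3577) and centring (3894 and 3345) gave the order of Figure 3B. The paper lists chromatin organization among the functions most enriched in genes up in SCs. By description words, 34.9% of the chromatin genes tested were higher in SCs here, against 29.2% of all tested genes (Fisher's exact test, two-sided, adjusted p = 0.199), which is another measure than gene ontology. The paper gives AT5G01990 as changed 1.78-fold at the gene level in Figure 6F, and the ratio of the mean TPM here was close to that, at 1.79. Its log2 fold change of 0.77 was not called here but was after quantile normalization (1.33) and, chosen after seeing the values, after centring (1.29). DEL3 and SR30 are drawn higher in SCs in Supplemental Figures S10 and S11, and their log2 fold changes of 0.60 and 0.56 were not called here but were after quantile normalization (1.32 and 1.55) and, chosen after seeing the values, after centring (1.12 and 1.08). Of the 295 transcription factors that the paper lists as differentially expressed, 270 were called here, and of 305 splicing factors 274. The paper's text counts 274 splicing factors as differentially expressed while its sheet lists 305, so the equal number called here does not show that they are the same genes. The numbers were 281 and 290 after quantile normalization and 273 and 287 after centring, both chosen for the lists after seeing the values. Of the factors that the paper places at the splicing level alone, 1 of 6 transcription factors and 3 of 11 splicing factors were called DE here, and 0 and 2 after either of these scalings. The paper's own log2 fold changes for those called here, from -0.53 to -0.97, were all under 1 in size. In Figure 9A RPS5B (AT2G37270) is drawn higher in SCs, and its means here were 0.130 TPM in SCs and 1.12 TPM in VN.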

Other observations

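The tests on averaging, on the number of genes per library and the standard error of what is left without the most abundant genes, on RNA of the other cell type, on the paper's log2 fold changes and on mitochondrial genes were chosen only after the result was seen, and those on splits of the libraries, the difference left without the most abundant genes, gene length and genes at 0 TPM before.

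Of the 10 splits of the 6 libraries into 3 and 3, only 1 gave as many DE genes, which was the split by cell type with 7105. The 9 others gave 0 calls, with 18 to 82 genes at an unadjusted p under 0.05 against 8590 for the split by cell type. With 10 splits the share is never under 0.1, so this count alone does not decide whether chance gave the result. Among the 10955 tested genes, 8468 (77.3%) had all libraries of one cell type above all of the other, against 10% by chance, where genes are not independent.

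The number of genes at an average of 1 TPM was 1866 lower in SCs than in VN. Removing the 10 highest genes of each library and rescaling the rest raised the number of genes at 1 TPM by 1264 to 1677 in the SC libraries and by 183 to 414 in the VN libraries, so these genes lower the number in SCs by more than in VN. The mean number per library was 1313 higher in VN before the removal and 140 higher after it, where the SD between the VN libraries was 1220. By the average VN then had 865 more, with a jackknife standard error of 656 and a range of 426 to 1395 as each library was left out. Whether the most abundant genes give all of the difference or a part of it cannot be told apart, because what is left is under 2 standard errors, although it stayed above 0 in each case. When 1 TPM was required in all 3 libraries, VN had 0.977 times as many genes as SCs. Averaging over libraries that list different genes may add to the excess in VN, but the 1313 genes per library are counted without averaging, and above 10 TPM every VN library had more genes (3921 to 4041) than every SC library (3223 to 3443). At 1 TPM the ranges of the libraries overlapped, so how much of the 1866 comes from averaging stays open. A larger number of expressed genes in VN as a property of the cell type stays open.

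Most of the 200 most abundant SC genes were listed at a low level in the VN libraries. The median share was 2.83% of the SC level, and 1 of the 200 was under that median divided by 5. In VN replicates 1 to 3, with the median of each library, the number was 0, 9 and 1. The upper quartile of the share was 8.35%, 10.2% and 11.5%. Some genes were higher in VN, with shares reaching at least 1392%, 1197% and 1565%, and were kept in the counts that follow. Of the 200, 128 were highest in VN replicate 3 among the VN libraries (64%), as against 23.0% of the DE genes higher in VN and 33.5% of the 200 most abundant VN genes. The median shares in VN replicates 1 to 3 were 2.13%, 2.66% and 3.79%. This is what sperm RNA in the VN libraries, with the highest share in replicate 3, could give. Low expression of these genes in the vegetative cell stays open beside it. In the other direction, the median share was 2.96%, but 18 of the 200 most abundant VN genes were under that median divided by 5, down to 0.0917% for AT4G20700. In SC replicates 1 to 3, with the median of each library, the number was 17, 18 and 16. These low shares argue against RNA composed as in the VN libraries at one share as the whole source. Since 122 of the 200 were highest in SC replicate 3 (61%), against 27.2% of the DE genes higher in SCs and 32% of the 200 most abundant SC genes, vegetative RNA at a smaller share, or from the cytoplasm with another composition, may account for part of it.

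All 10 genes of the sperm cell list were higher in every SC library than in every VN library, and 9 of them were highest in replicate 3 among the VN libraries. All 16 genes of the vegetative cell list were higher in every VN library. The lists hold genes that the paper itself names, such as DUO1, DAZ3, REN1 and AGL104. Of 8 green tissue genes, RBCS3B alone reached an average of 1 TPM in either cell type. None of the 5 tapetum genes did, and 4 of them were under 1 TPM in all 6 libraries.

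More genes were called higher in VN than in SCs on the TPM without further scaling. The order turned after quantile normalization (3774 higher in SCs, 3577 in VN) and after centring (3894 and 3345). The excess in VN thus depends on the scale, apart from any effect of gene length. The Spearman correlation across genes of the log2 fold change with transcript length was -0.0629 over 10946 genes, where genes are not independent. Genes were also grouped by length, with median transcript lengths of 857, 1411, 1943 and 2895 bp. In that order, the median log2 fold changes were -0.43, -0.11, -0.72 and -0.91. The correlation was weak, but the groups of longer genes had lower medians than the groups of shorter genes. Whether gene length accounts for part of the excess in VN therefore stays open. No biological explanation was tested.

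The log2 fold changes of the paper's list of DAS genes were higher than those computed here. The difference over that list had an interquartile range of 0.137 around its median of 0.782, which is in line with a shift of the scale between the SC and VN libraries, and centring each library on its median moved the values by 0.52. The remaining 0.26 was not explained by it. The paper's methods name normalization by the trimmed mean of M-values, which works on read counts and was not run here. In the first 1999 genes of the paper's list of DE genes, ordered by its log2 fold change, the difference had a median of 4.49 and an interquartile range of 2.39. The median stayed at 3.97 after centring. This cannot decide on one shift of the scale, because 1431 of the 1961 tested genes averaged under 1 TPM in VN. There the constant added to the TPM understates the change. Over the 90 genes with a mean of at least 10 TPM in VN, the median was 0.752, with an interquartile range of 0.0764. After centring it was 0.233 over these 90. Over all 1961 genes it was 2.03 with a pseudocount of 0.1, so that the constant of 1 may account for part of the difference. What remains with the smaller constant stays open.

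The summed TPM of the mitochondrial genome's genes was 91.6 ± 11.5 (SD, n = 3) in SCs and 15.8 ± 13.6 (SD, n = 3) in VN. A loss of the cytoplasm when nuclei are isolated would also lower the genes of the plastid genome. These were at 66.6, 3.61 and 23.7 TPM in VN replicates 1 to 3, with a mean of 31.3, and at 1.32 on average in SCs. As the cell types may also differ in their plastids, the loss of cytoplasm and a difference between the cell types cannot be told apart.

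VN replicate 2 had 10202 genes above 0 TPM, where the other VN libraries had 15289 and 13649. Of 5813 genes at 1 to 10 TPM in the other VN libraries on average, it listed 34.9% at 0. The share fell to 0.497% at 10 to 100 TPM and to 0.0873% at 100 TPM or more. For VN replicates 1 and 3 the share at 1 to 10 TPM was 15.5% and 19.4%. This is consistent with fewer molecules or reads sampled in that library, and the values do not separate these 2.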
